# Genome-wide screening and characterization of long non-coding RNAs involved in flowering development of trifoliate orange (*Poncirus trifoliata* L. Raf.)

**DOI:** 10.1038/srep43226

**Published:** 2017-02-24

**Authors:** Chen-Yang Wang, Sheng-Rui Liu, Xiao-Yu Zhang, Yu-Jiao Ma, Chun-Gen Hu, Jin-Zhi Zhang

## Abstract

Long non-coding RNAs (lncRNAs) have been demonstrated to play critical regulatory roles in post-transcriptional and transcriptional regulation in *Arabidopsis*. However, lncRNAs and their functional roles remain poorly characterized in woody plants, including citrus. To identify lncRNAs and investigate their role in citrus flowering, paired-end strand-specific RNA sequencing was performed for precocious trifoliate orange and its wild-type counterpart. A total of 6,584 potential lncRNAs were identified, 51.6% of which were from intergenic regions. Additionally, 555 lncRNAs were significantly up-regulated and 276 lncRNAs were down-regulated in precocious trifoliate orange, indicating that lncRNAs could be involved in the regulation of trifoliate orange flowering. Comparisons between lncRNAs and coding genes indicated that lncRNAs tend to have shorter transcripts and lower expression levels and that they display significant expression specificity. More importantly, 59 and 7 lncRNAs were identified as putative targets and target mimics of citrus miRNAs, respectively. In addition, the targets of Pt-miR156 and Pt-miR396 were confirmed using the regional amplification reverse-transcription polymerase chain reaction method. Furthermore, overexpression of Pt-miR156a1 and Pt-miR156a1 in *Arabidopsis* resulted in an extended juvenile phase, short siliques, and smaller leaves in transgenic plants compared with control plants. These findings provide important insight regarding citrus lncRNAs, thus enabling in-depth functional analyses.

Transcriptome sequencing in various organisms has revealed that extensive transcription derived from approximately 90% of the genome generates a large proportion of non-coding RNAs (ncRNAs)^1^. The ncRNAs are classified into two types: housekeeping ncRNAs, which consist of rRNAs, tRNAs, small nucleolar RNAs, and small nuclear RNAs, and regulatory ncRNAs, which include microRNAs (miRNAs), small interfering RNAs (siRNAs), and long non-coding RNAs (lncRNA)^2^,^3^. The lncRNAs, with lengths longer than 200 nucleotides, are devoid of open reading frames (ORFs) and are often polyadenylated^4^. The importance of lncRNAs has been immensely underestimated in early studies because of their low expression, low sequence conservation compared with mRNAs, and their designation as transcriptional noise^5^. Accumulating evidence indicates that lncRNAs play critical roles in various biological processes in animals and plants^4^,^5^. Recently, our understanding of the biological functions of lncRNAs has experienced a large step forward in mammals; however, studies investigating the functions of lncRNAs in plants are still in their infancy, especially those regarding their functions during reproduction^3^,^5^.

Like protein-coding genes, the majority of lncRNAs are transcribed by RNA polymerase II with a 5′ cap and a 3′ poly-A tail in animals^6^. However, lncRNAs can be transcribed by polymerase II, IV, and V; therefore, some may lack poly-A tails in plants^7^. There is increasing evidence suggesting that lncRNAs can fold into complex secondary and higher-order structures to provide greater potential and versatility for proteins and target recognition^4^,^8^,^9^. Therefore, lncRNAs may regulate protein-coding gene expression at the post-transcriptional and transcriptional levels. Emerging studies have revealed that lncRNAs are involved in diverse biological processes in mammals such as regulation of mating type, pluripotency of embryonic stem cells, apoptosis, organogenesis, and various diseases^8^,^10^. It is worth noting that some lncRNAs have also been characterized functionally in plant developmental processes and stress-responsive pathways^5^. For example, two well-studied lncRNAs are *COLD INDUCED LONG ANTISENSE INTRAGENIC RNA* (*COOLAIR*) and *COLD ASSISTED INTRONIC NONCODING RNA* (*COLDAIR*) from *Arabidopsis. COOLAIR* and *COLDAIR* regulate vernalization by interacting with the polycomb-responsive complex 2 (PRC2), further modulating vernalization-mediated epigenetic repression of the *FLOWERING LOCUS C* (*FLC*; a key flowering repressor in the vernalization pathway) and repressing *FLC* expression^11^. By solving the *in vitro* secondary structure of *COOLAIR*, Hawkes *et al*. found the distal *COOLAIR* transcript is highly structured in *Arabidopsis*, with numerous secondary structure motifs, an intricate multi-way junction, and two unusual asymmetric 5′ internal loops (right-and turn [r-turn] motifs)^12^. Interestingly, its secondary structure has been evolutionarily conserved across species despite low sequence conservation^12^. Recent work also discovered ASL (Antisense Long) transcript in early-flowering *Arabidopsis* ecotypes that do not require vernalization for flowering^13^. ASL is transcribed from the same promoter as *COOLAIR* and their 5′ regions partially overlap. Distinct from other lncRNAs at *FLC*, ASL lncRNA was shown to be involved in the regulation of the autonomous flowering pathway^13^. Another intergenic lncRNA called *INDUCED BY PHOSPHATE STARVATION1* (*IPS1*) has also been discovered in *Arabidopsis*, which is induced by phosphate starvation and acts as a decoy for miR399 to allow the accumulation of its target gene transcripts^14^,^15^. The lncRNA *LONG DAY SPECIFIC MALE FERTILITY ASSOCIATED RNA* (*LDMAR*) from rice may be an important player in regulating male development in response to environmental cues^16^. LncRNAs can also regulate intron splicing of the sense transcripts by masking splicing sites through its complementary sequences. For example, alternative splicing competitor lncRNA (ASCO-lncRNA) can hijack nuclear speckle RNA-binding protein (NSR) to alter splicing patterns of transcripts in response to auxin in *Arabidopsis*^17^. Recently, genome-wide discoveries for lncRNAs have been conducted across plants, such as *Arabidopsis, Triticum aestivum, Oryza sativa, Zea mays, Populus trichocarpa*, and *Fragaria vesca*^18^,^19^,^20^,^21^,^22^,^23^. Moreover, some important online databases of lncRNAs were also created, such as CANTATAdb, LncVar, and NONCODE^24^,^25^,^26^. To our knowledge, no studies have addressed the roles of lncRNAs in citrus, despite the great interest in their biological processes.

Citrus is one of the most widespread fruit crops globally, with tremendous economic and health values. Flowering is an essential stage for fruit production, and our understanding of the genetic mechanisms underlying the flowering event is critical for genetic improvements across plants. Citrus flowering has consistently been the goal of ongoing investigations; however, the long juvenile stage presents a major obstacle in traditional breeding and genetic studies of citrus. Precocious trifoliate orange (MT), an early flowering mutant of *Poncirus trifoliata*, has a shorter juvenile stage compared with its wild-type (WT) counterpart. Approximately 20–30% of seedlings germinate from MT seeds flowered during the first year after germination, whereas the WT usually has a juvenile period of 6 to 8 years^27^. Numerous studies have been conducted to decipher the molecular mechanism underlying the early flowering between MT and WT^28^,^29^,^30^. For example, a previous transcriptional study illustrated the differential expression of many genes associated with flowering processes between MT and WT and showed that *FLOWERING LOCUS T* (*FT*) transcripts accumulated to higher levels and *TERMINAL FLOWER1* (*TFL1*) transcripts accumulated to lower levels in MT relative to WT at the phase transition from the vegetative stage to the flowering stage in MT^30^. Additionally, many miRNAs involved in flowering development have been identified^28^,^31^. Recently, genome resequencing was also performed for MT and WT, and a large amount of differential genetic variation was detected^29^. However, the mechanism involved in the early flowering mutant remains essentially unknown. Therefore, it is necessary to identify novel lncRNAs and to understand the function of lncRNAs in citrus flowering.

In the present study, a comprehensive analysis of lncRNAs from MT and WT counterparts was performed using paired-end strand-specific RNA sequencing (ssRNA-Seq). A total of 6,584 putative lncRNAs were identified. Compared with WT, 831 lncRNAs showed significantly differential expression between MT and WT at the phase transition stage. Overall, our investigation revealed that lncRNAs can play a significant role in the response of trifoliate orange flowering. These findings also provided new insights for further research assessing the molecular mechanisms of lncRNAs and related miRNA pathways in citrus flowering.

## Results

A major characteristic of the MT is that the juvenile period is 1 to 2 years, whereas that of the WT is 6 to 8 years^27^. Previous studies showed that the stage of self-pruning for spring shoots is the critical stage for flower bud differentiation of MT^28^,^31^. Cytological observations revealed that the floral buds in MT initiated their differentiation immediately after self-pruning. However, the spring shoots of the WT do not form floral buds; instead, they begin to produce vegetative buds^28^,^31^. In this study, the ages of the MT and WT plants were similar when they were sampled. The floral buds in MT initiated differentiation at this stage. However, the WT did not form floral buds and began to produce vegetative buds. 

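Strand-specific RNA sequencing compared buds of the early-flowering mutant (MT) with those of its wild type (WT), with 3 biological replicates per genotype, 6 libraries in all. According to the paper, the terminal bud and the 5 following buds of spring shoots were collected after self-pruning, every 2 days for MT and every 1 week for WT. Material of different stages was pooled for each plant type, and all material came from 3 individual plants, so how the replicates relate to plants is not fully specified. Ribosomal RNA was removed without selecting for a poly(A) tail, the inserts were 250 to 500 nucleotides long, and reads of 125 bases were sequenced in pairs at a nominal depth of about 90 M reads per library. Its results give a higher number of reads after filtering, and Fig. 1 gives reads of 100 bases. The authors aligned the reads with TopHat, assembled transcripts with Cufflinks and computed for each lncRNA and library the FPKM, a number of fragments relative to transcript length and to the fragments of the library. The values used here are those FPKM, which do not give the fragments behind a value, and no counting error was worked out for it. Summed over the lncRNAs, they came to 146577, 142750 and 156325 in the MT libraries and to 122156, 131512 and 121154 in the WT libraries. No step of a whole fragment could be found in low FPKM multiplied by length. Between libraries of a genotype, Spearman's rho across lncRNAs, which are not independent replicates, was 0.777 to 0.856 in MT and 0.846 to 0.871 in WT. For differential expression, limma was run on log2(FPKM + 1) for the 6063 lncRNAs with a mean of at least 1 FPKM in MT or in WT, with Benjamini-Hochberg adjustment. A lncRNA was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, MT relative to WT. The pseudocount of 1 makes the fold change of lncRNAs with low values smaller than the ratio of their FPKM.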

To identify flowering-related lncRNAs in trifoliate orange, paired-end ssRNA-seq of transcripts from MT and WT after the self-pruning stage of spring shoots were conducted in three biological replicates. More than 96 million raw reads were produced from each biological replicate after discarding low-quality reads, removing filtering 5′ contaminant, and trimming 3′ adaptor reads. The average read depth of this sequencing was approximately 175-fold that of the whole transcriptome (56.5 Mb). This large amount of data allowed the detection of both rare and species-specific transcripts in MT and WT. A total of 51,744 transcripts were assembled by RNA-Seq from the WT and MT.

To distinguish potential lncRNAs, several sequential stringent filters were used for the 51,744 transcripts (Fig. 1). First, these transcripts were filtered with citrus coding gene sequences (http://www.phytozome.net/clementine.php). Almost 81.5% (42,154) of the transcripts were coding genes (the transcripts with significant alignment [P < 1.0E-10, identity >90%, coverage >80%] with citrus proteins were excluded); the remaining 18.5% (9,590) of transcripts might be non-coding RNA. It is generally believed that lncRNAs are at least 200 bp in length and do not encode for an ORF of more than 100 amino acids. This filter was then applied to the 9,590 transcripts; 8,723 transcripts were recovered. These transcripts were further filtered by comparing them with the four protein databases (KEGG, NR, COGs, and Swiss-Prot) to eliminate transcripts encoding conserved protein domains (Fig. 1). Next, the CPC was used to assess the protein-coding potential to eliminate possible coding transcripts. After using the four stringent criteria, 6,771 transcripts were considered putative lncRNAs. Because housekeeping ncRNA (tRNAs, snRNAs, and snoRNAs) and miRNA precursors are two specific species of lncRNAs that function differently from other lncRNAs, the putative lncRNAs were next aligned to comprehensive sets of housekeeping ncRNAs and miRNA precursor sequences, respectively. Thus, a total set of 6,584 transcripts was obtained (Table S1) based on the stringent sequential filters described (Fig. 1). 

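The table of values lists 6584 lncRNAs. In the MT and WT libraries together, 5531 of them (84.0%) had an FPKM above 0 in all 6 libraries, and 143 were listed at 0 in every library. The median lncRNA had a mean of 7.19 FPKM over the 6 libraries, with quartiles of 3.29 and 14.2. A mean of at least 100 FPKM was reached by 96 lncRNAs. TCONS_00014251, an intergenic lncRNA on the plus strand of scaffold 3, had 12481 ± 1121 FPKM (SD, n = 3) in MT and 14070 ± 853 FPKM (SD, n = 3) in WT, and this difference did not pass the test (log2 fold change -0.17, standard error 0.18, limma adjusted p = 0.50). At the low end, 389 lncRNAs stayed under 1 FPKM in each of the 6 libraries.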

To investigate the conservation of trifoliate orange lncRNAs, putative lncRNAs were aligned with lncRNAs from *Arabidopsis*, tomato, and *Populus trichocarpa*^20^,^22^,^26^. 

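TCONS_00043895 is an intergenic lncRNA of 256 nt on the plus strand of scaffold 8, and TCONS_00050718 is an intergenic lncRNA of 214 nt on the minus strand of scaffold 9. Both have 1 exon. The FPKM of TCONS_00043895 was 10004, 1487 and 2019 in the MT libraries and 9108, 17303 and 1177 in the WT libraries. For TCONS_00050718 the MT libraries gave 215, 417 and 1150 FPKM and the WT libraries 195, 568 and 31.3 FPKM. Neither passed the test between MT and WT, with limma adjusted p of 0.62 for TCONS_00043895 and 0.36 for TCONS_00050718. At the length of TCONS_00050718, the median FPKM of all tested lncRNAs differed between replicates of MT.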

We could only detect two lncRNAs (TCONS_00043895 and TCONS_00050718) that were comparable to those lncRNAs in *Arabidopsis*.

### Distribution of lncRNAs in the citrus genome

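Of the lncRNAs, 6539 (99.3%) lay on the 9 chromosome-scale scaffolds and 45 on 24 other scaffolds. Scaffold 3 carried the most, 1181 lncRNAs or 17.9% of all, followed by scaffold 5 with 1006 (15.3%) and scaffold 2 with 834. Scaffold 7 carried the fewest, 463. The makeup also differed between scaffolds. On scaffold 5, 54.0% of the lncRNAs were intergenic, against 35.1% on scaffold 3. The values come with the scaffold and the strand of each lncRNA but no start or end, so density along a scaffold was not analysed here.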

The lncRNAs were mapped onto the recently released citrus nine scaffolds (equivalent to nine citrus chromosomes)^32^. The results showed that citrus lncRNAs have lower densities in the pericentromeric heterochromatin regions than in the euchromatin (Fig. 2A). However, most protein-coding genes (except protein-coding genes similar to lncRNAs in scaffold 2) were evenly distributed on eight chromosomes. These results suggest that lncRNAs might have different transcriptional features than the protein-coding genes in citrus (Fig. 2A). In addition, some lncRNAs have been transcribed for loci much closer to the telomeres than protein-coding genes. For example, some lncRNAs were generated from the ends of scaffolds 5 and 6 (Fig. 2A). According to the locations relative to the nearest protein-coding genes, lncRNAs were further classified into three types: lncRNAs without any overlaps with any protein-coding genes (intergenic lncRNAs), lncRNAs totally in the some protein-coding loci (intragenic lncRNAs), and lncRNAs with exonic overlaps with any exons of protein-coding genes on the opposite strand (antisense lncRNAs). 

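By the authors' class codes, 3398 of the lncRNAs (51.6%, Wilson 95% interval 50.4 to 52.8%) lay within a protein-coding gene (code i, intragenic), 2732 (41.5%, 40.3 to 42.7%) were intergenic (code u) and 454 (6.90%, 6.31 to 7.53%) were antisense to exons of a protein-coding gene (code x). The intervals cover counting error only. The classes differed in structure. Intragenic lncRNAs were the shortest, with a median of 305 nt, and 99.4% of them had 1 exon. Intergenic lncRNAs had a median of 375 nt and 81.7% had 1 exon. They also differed in level: the median over the 6 libraries was 8.54 FPKM for intragenic and 6.56 FPKM for intergenic lncRNAs, but 0.0418 FPKM for antisense lncRNAs. Among the lncRNAs with more than 1 exon, 82.4% were intergenic, 14.1% antisense and 3.45% intragenic.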

Although 6.9% and 41.5% of the lncRNAs either were antisense lncRNAs or were transcribed from within genes (most from introns), the majority of lncRNAs (51.6%) were located in intergenic regions (Fig. 1B). Interestingly, the numbers of the three types of lncRNAs between sense and antisense strands were similar.

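Intergenic lncRNAs were on the plus strand 1294 times and on the minus strand 1437 times, a share of 52.6% minus (2-sided exact binomial test, adjusted p = 0.020 over the 3 classes). Antisense lncRNAs were on the plus strand 201 times and on the minus strand 253 times (55.7% minus, adjusted p = 0.025 from the same test). Intragenic lncRNAs were split 1666 to 1728 (50.9% minus, adjusted p = 0.30 from the same test). For 5 lncRNAs no strand was given. Transcripts of 1 locus are not independent, which can make these p-values too small. Without positions it is not known how many of the lncRNAs share a locus. With single-exon lncRNAs left out, the intragenic split was 17 plus to 4 minus and that of antisense lncRNAs no longer passed the test (adjusted p = 0.16).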

### Characterization of trifoliate orange lncRNAs

The lncRNAs in plants have been reported to be shorter and to consist of fewer exons compared with protein-coding genes^5^. Therefore, the distribution of the length and exon number of the 6,584 lncRNAs was analyzed compared with all predicted protein-coding transcripts in citrus (33,929 transcripts in the reference genome). The results indicated that the distribution of the length of these lncRNA ranged from 200 bp to 4,026 bp, which is approximately 95.8% of the lncRNAs ranging in size from 200 to 1,000 bp, with only 4.2% having a size >1,000 bp; the most abundant lengths ranged from 200 to 400 bp (Fig. 3A). In contrast, approximately 63.8% of the protein-coding transcripts were >1,000 bp. 

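Lengths ran from 201 to 4026 nt, with a median of 336 nt and quartiles of 255 and 484 nt. Of all lncRNAs, 2654 (40.3%) were 201 to 300 nt long and 1507 (22.9%) were 301 to 400 nt long. Only 279 (4.24%, Wilson 95% interval 3.78 to 4.75%) were over 1000 nt. These long lncRNAs made up 11.9% of the antisense, 6.59% of the intergenic and 1.32% of the intragenic lncRNAs. The longest, TCONS_00033451, is an intergenic lncRNA of 3 exons on the minus strand of scaffold 5 with 116 ± 11.0 FPKM (SD, n = 3) in MT and 125 ± 14.0 FPKM (SD, n = 3) in WT.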

Remarkably, most of the genes (96.9%) encoding trifoliate orange lncRNAs contained only one or two exons, whereas the number of exons in the protein-coding genes ranged from 1 to ≥10 (Fig. 3B). These results indicate that the majority of the trifoliate orange lncRNAs are relatively shorter and contain fewer exons compared with protein-coding genes.

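A single exon was found in 5976 lncRNAs (90.8%) and 2 exons in 406 (6.17%), together 96.9% (Wilson 95% interval 96.5 to 97.3%). Of the rest, 133 had 3 exons, 45 had 4 and 24 had 5 or more. The most exons, 12, belonged to TCONS_00019181, an antisense lncRNA of 1504 nt on scaffold 3 with means of 0.0110 FPKM in MT and 0.0119 FPKM in WT. From these lengths and exon numbers, set beside those of protein-coding transcripts (Fig. 3), the paper concludes that most lncRNAs of trifoliate orange are shorter and have fewer exons than protein-coding genes. Values of protein-coding transcripts were not analysed here.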

### Identification of flowering-related lncRNAs

To identify flowering-related lncRNAs in trifoliate orange, the lncRNA expression values of MT and WT were calculated (FPKM units) and compared. The lncRNAs were differentially expressed between MT and WT based on *P* < 0.05 and an absolute value of log_2_ ratio ≥1 as a threshold. A total of 831 lncRNAs were significantly differentially expressed between MT and WT (Fig. 4A). 

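Of the 6063 lncRNAs tested, 533 were called between MT and WT, 398 higher and 135 lower in MT. Intergenic lncRNAs gave 199 higher and 79 lower, intragenic lncRNAs 191 higher and 48 lower, and antisense lncRNAs 8 of each. The calls among intragenic lncRNAs leaned further towards MT than those among intergenic lncRNAs (odds ratio 1.58, 2-sided Fisher's exact test, p = 0.031, lncRNAs not being independent replicates). At an absolute log2 fold change of at least 2, with fewer calls, the odds ratio was 1.88 (95% interval 0.80 to 4.57, p = 0.12 from the same exact test), and above the length steps it was 1.51 (p = 0.049). Above the length steps with scaling to a median ratio of 1 it was 1.21 (p = 0.43 from the same exact test), and more were lower than higher in both classes. The median tested lncRNA was itself 0.46 higher in MT on the log2 scale. When the libraries were scaled so that the median ratio between them was 1, which was chosen after seeing the data, 113 lncRNAs were higher and 214 lower in MT. On the scale of the paper's Table S2, also chosen after seeing the data, 186 were higher and 157 lower. Libraries of MT and WT did not overlap for 2429 of the tested lncRNAs (40.1%, where chance gives 10%), with MT above in 2036 and below in 393. These values were not scaled, so the general shift towards MT and the length steps enter this number. It is therefore not a number of individually changed lncRNAs. The number of calls fell when any library was left out, to 307 without MT replicate 1, 125 without MT replicate 2, 154 without MT replicate 3, 219 without WT replicate 1, 115 without WT replicate 2 and 176 without WT replicate 3. Those fits have fewer samples. With replicate number as a block, limma called 0, with 1781 at an unadjusted p under 0.05. The block leaves 2 residual degrees of freedom against 4 without it, and the values gave no sign that replicate numbers pair the libraries.
In the shortest lncRNAs the level depended on the library. The median FPKM rose 7.04-fold to 13.6-fold within a few nucleotides of length, at 205 nt in MT replicate 3, at 214 nt in MT replicate 2, at 218 nt in MT replicate 1 and WT replicate 1, and at 222 nt in WT replicates 2 and 3. At 214 to 217 nt the median was 1.48, 19.6 and 21.2 FPKM in the MT libraries and 1.27, 1.06 and 1.14 FPKM in the WT libraries. Among the 474 tested lncRNAs of 205 to 221 nt, 24 (5.06%) were called higher and 1 lower in MT, against 367 (6.66%) higher and 134 lower of the 5510 longer ones in the same fit, while the median log2 fold change was 1.57 against 0.41. The share differed by length: 0 of 245 were called higher at 205 to 213 nt, 4 of 131 at 214 to 217 nt and 20 of 98 (20.4%) at 218 to 221 nt. At an unadjusted limma p under 0.05 and the same fold threshold, 120 of the 474 were higher and 1 lower, against 658 and 190 of the 5510. With lncRNAs of at least 222 nt alone, 422 were higher and 147 lower.

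**Figure D1:**
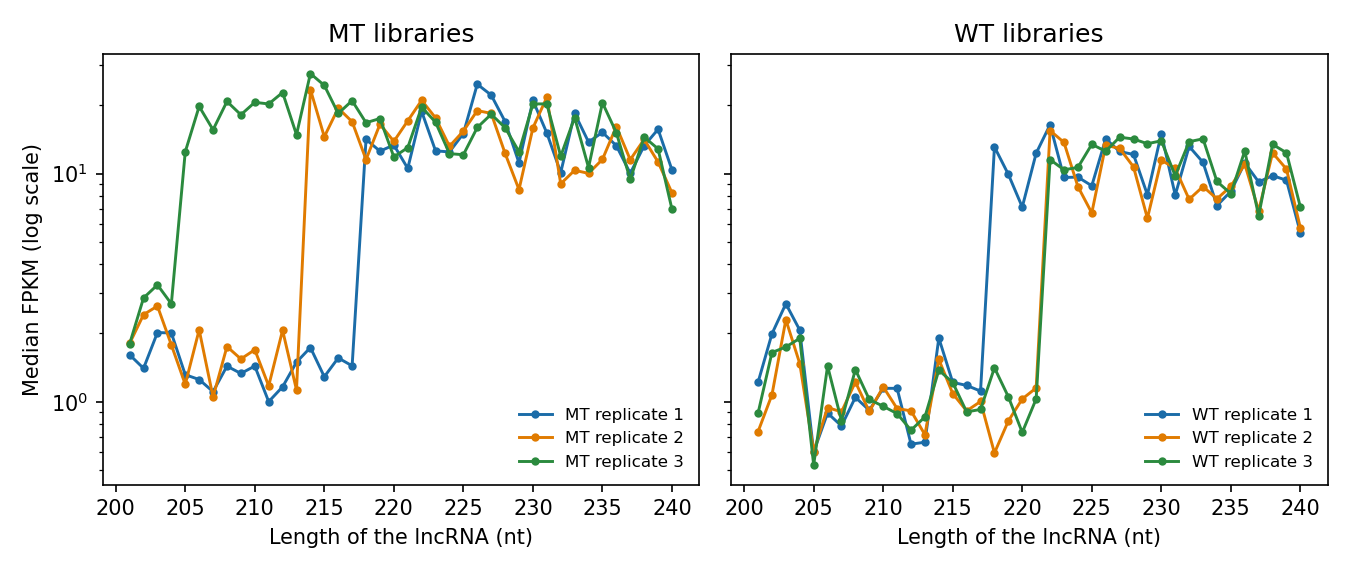
Median FPKM (log scale) of the tested lncRNAs at each length from 201 to 240 nt, for the 3 MT libraries on the left and the 3 WT libraries on the right, each point being the median over the lncRNAs of that length. The medians step up at 205, 214 and 218 nt in MT and at 218 and 222 nt in WT.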

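TCONS_00027249, an intergenic lncRNA of 2 exons on scaffold 5, had 541 ± 77.7 FPKM (SD, n = 3) in MT and 42.1 ± 9.78 FPKM (SD, n = 3) in WT, a log2 fold change of 3.67 (standard error 0.24, limma adjusted p = 0.0021), or 3.20 above the median lncRNA. TCONS_00026253, an intragenic lncRNA on scaffold 4, had 35.0 ± 4.21 FPKM in MT and 1.08 ± 0.515 FPKM in WT (n = 3 each), a log2 fold change of 4.14 (standard error 0.24, limma adjusted p = 0.0019). TCONS_00051003 on scaffold 9 was listed at 13.7, 19.8 and 24.6 FPKM in MT and at 0.118, 0 and 0.113 FPKM in WT. In the other direction, TCONS_00044132, an intergenic lncRNA of 1346 nt on scaffold 8, had 0.535 ± 0.193 FPKM in MT and 11.9 ± 0.812 FPKM in WT (n = 3 each), a log2 fold change of -3.08 (standard error 0.19, limma adjusted p = 0.0019). TCONS_00044310 on scaffold 8 was listed at 0.126, 0 and 0 FPKM in MT and at 18.8, 18.3 and 20.4 FPKM in WT, and TCONS_00044309, which carries the preceding number on the same strand, at 1.25, 2.42 and 2.19 FPKM in MT and at 19.7, 20.4 and 24.8 FPKM in WT. The 10 higher lncRNAs with the largest changes, chosen among those whose MT and WT libraries do not overlap, had log2 fold changes of 3.64 to 4.43, and the 10 lower ones of -4.29 to -2.88, sizes that depend on the pseudocount where a genotype is at or near 0. After scaling to a median ratio of 1, 8 of the 10 higher and all 10 lower ones were still called, and with a pseudocount of 0.1, 7 and 8. Called with each of the 6 libraries left out in turn were 7 of the higher and 6 of the lower ones. TCONS_00006356, TCONS_00012222 and TCONS_00035653 lost the call without any 1 of the MT libraries and without WT replicate 2, among others, and TCONS_00014817, TCONS_00039767, TCONS_00040538 and TCONS_00048509 without MT replicate 2 and without WT replicate 2, all but TCONS_00014817 also without others (limma adjusted p of 0.054 to 0.12 over all lost calls). TCONS_00035653 (219 nt) and TCONS_00006356 (220 nt), which are among the 10 higher ones, have lengths of 218 to 221 nt, at which the median FPKM was 9.99 in WT replicate 1 but 0.906 and 0.985 in WT replicates 2 and 3.

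**Figure D2:**
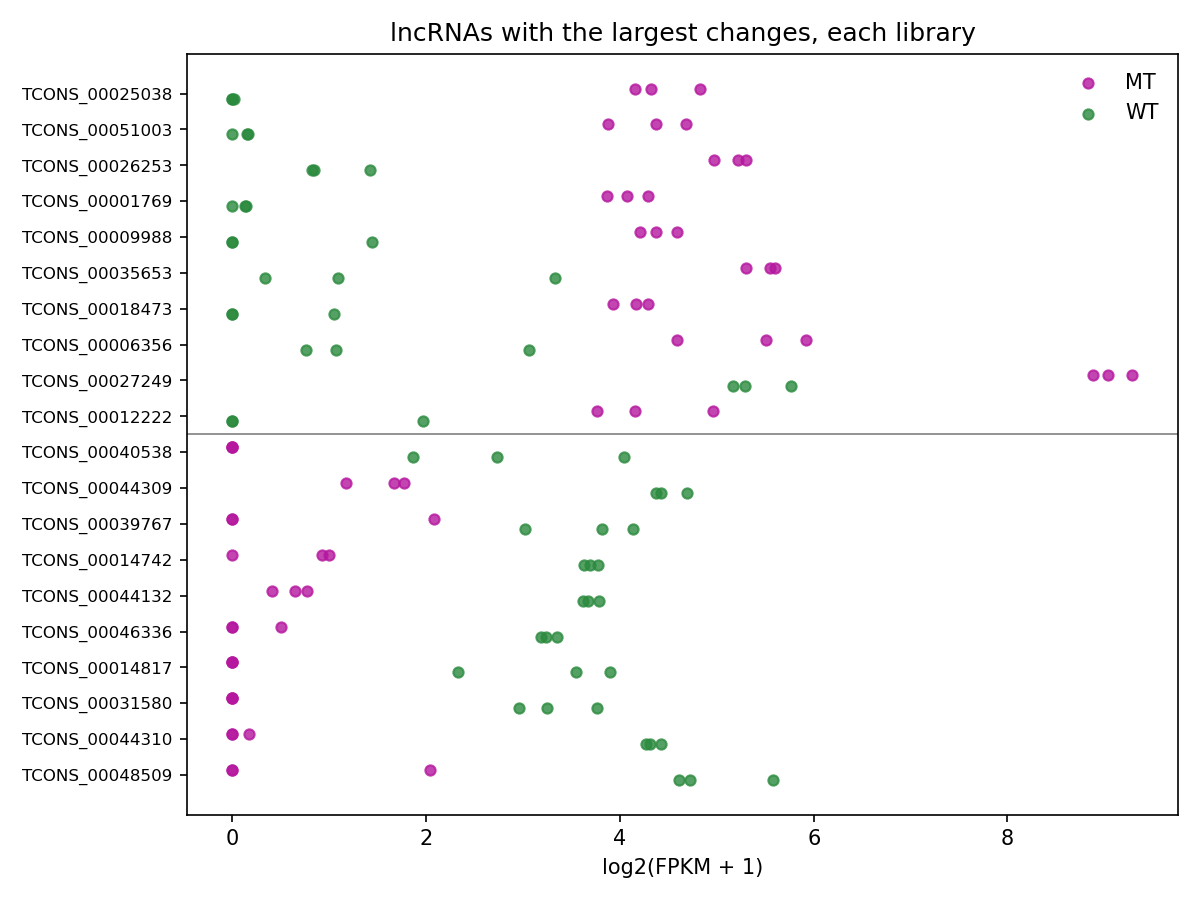
Values of log2(FPKM + 1) in each of the 3 MT and 3 WT libraries for the 10 higher (above the line) and 10 lower (below it) lncRNAs with the largest changes, 1 point per library. In each lncRNA all MT points lie on the same side of all WT points.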

Compared with MT, 555 of 831 lncRNAs were up-regulated in MT and the other 276 lncRNAs were down-regulated (Table S2). Of these, 16 were not observed in the WT library and 39 were not present in the MT library (Fig. 4B). 

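Listed at 0 in all 3 WT libraries and above 0 in at least 1 MT library were 104 lncRNAs, of which 35 were above 0 in all 3 MT libraries. The reverse, 0 in all 3 MT libraries, held for 46 lncRNAs, of which 13 were above 0 in all 3 WT libraries. With a mean of at least 1 FPKM required in the other genotype, 50 were seen in MT only and 17 in WT only. TCONS_00018537, an intergenic lncRNA on scaffold 3, was listed at 6.11, 5.58 and 6.87 FPKM in MT and at 0 in the WT libraries, and the lncRNAs of the 3 preceding numbers, TCONS_00018534 to TCONS_00018536, were also listed at 0 in the WT libraries (chosen after their values were seen). TCONS_00031580 on scaffold 5 was listed at 0 in the MT libraries and at 8.47, 6.75 and 12.6 FPKM in WT. A value of 0 in FPKM does not show absence, and no limit on abundance was worked out from it here.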

To investigate whether these differentially expressed lncRNAs are involved in flowering, 24 of them were arbitrarily selected (13 from up-regulated, 8 from down-regulated, and 3 from no differential expression). The differences in expression levels observed by RNA-Seq were experimentally validated by real-time polymerase chain reaction (PCR) (Fig. 4C). The lncRNA abundance patterns of MT and WT were compared with the RNA-Seq results. The results showed that for 20 of the 24 genes, real-time PCR revealed the same expression tendency as the RNA-Seq data, despite some quantitative differences in expression levels. 

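The names in Fig. 4C stand for 23 distinct lncRNAs, all of them tested. In the RNA-seq values 7 were called higher in MT, 8 were called lower and 8 did not pass the thresholds (8 higher and 8 lower when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples). The paper's own Table S2 lists 7 of the 23 as up, 8 as down and 8 not at all, fewer up than its text gives. TCONS_00028024, an intergenic lncRNA of 4 exons, had 81.7 ± 11.1 FPKM in MT and 10.4 ± 2.04 FPKM in WT (SD, n = 3 each), a log2 fold change of 2.86 (standard error 0.23, limma adjusted p = 0.0042). TCONS_00023301, an intragenic lncRNA on scaffold 4, had 9.18 ± 2.38 FPKM in MT and 56.1 ± 3.12 FPKM in WT (SD, n = 3 each), a log2 fold change of -2.51 (standard error 0.24, limma adjusted p = 0.0068). TCONS_00038652 on scaffold 7 had 1.39 ± 0.494 FPKM in MT and 13.9 ± 1.39 FPKM in WT (SD, n = 3 each). TCONS_00008864 was among those that did not pass, at 38.8, 61.7 and 52.9 FPKM in MT and 62.2, 72.7 and 55.1 FPKM in WT (limma adjusted p = 0.39). After scaling to a median ratio of 1, 5 were higher and 8 lower in MT. With 1 library left out, 4 were higher and 6 lower, except without WT replicate 2, where 5 were higher and 6 lower. The real-time PCR values were not analysed here. The paper states that real-time PCR gave the same tendency as RNA-seq for most of the selected lncRNAs.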

Figure 4 shows the differential expression levels for 24 genes between MT and WT.

### Differential expression of flowering-related protein-coding genes between MT and WT

We detected the expression of 29,951 read-mapped protein-coding genes in MT and WT, and the expression levels of these genes are also measured by RPKM. Among them, 14,264 genes were down-regulated and 15,687 genes were up-regulated in MT compared with WT. Nine hundred sixty-six genes were differentially expressed between MT and WT based on *P* < 0.05 and an absolute value of log_2_ ratio ≥4 as a threshold (Fig. 5A). Of these, 871 were more abundant and 95 were less abundant in MT compared with WT, suggesting that many genes were enriched during the flowering transition. A total of 831 differentially expressed genes were common to both MT and WT, and only 95 and 40 genes were expressed specifically in MT and WT, respectively (Fig. 5B). BLAST searches of the 966 genes showed that many genes had a high identity with known transcription and post-transcriptional regulatory genes, indicating that these genes may be key regulators controlling flower development by activating or repressing numerous protein-coding genes (Table S3). Moreover, a number of transcription factors including MYB and MADS-box were observed, which have been implicated in flower development and flowering time^33^,^34^. Additionally, some differently expressed genes were involved in transcription, chromatin remodeling, hormone regulation, and other metabolic pathways (Table S3).

To validate the expression profiles obtained using RNA-Seq, real-time PCR was performed using 24 differentially expressed genes that were selected based on high or low expression levels (including 10 MADS transcription factors, three *SQUAMOSA PROMOTER BINDING PROTEIN-LIKE* [*SPL*] transcription factors, two basic helix-loop-helix DNA-binding transcription factors, six protein-coding genes involved in flowering, one unknown protein, and two genes without matches in the database). The results showed that for 22 of the 24 genes, real-time PCR revealed the same expression patterns as the RNA-Seq results, despite some quantitative differences in expression levels (Fig. 5C).

### Predicted interactions between miRNAs and lncRNAs

A recent report indicated that lncRNAs could also be targeted by miRNAs in plants^20^. In previous reports, a larger number of conserved and trifoliate orange–specific miRNAs were identified in WT and MT^28^,^31^. To systematically investigate the miRNA-mediated regulatory mechanism of lncRNAs in trifoliate orange, psRobot was applied to predict miRNA targets among 6,584 lncRNAs. Among 141 conserved and 102 trifoliate orange-specific miRNAs, 58 miRNA-lncRNA interactions were found. A total of 23 targets of 14 conserved miRNAs in 10 families were identified, including a series of targets of conserved miRNA families including Pt-miR156, Pt-miR172, and Pt-miR396 (Table S4). It is noteworthy that a total of 26 target genes were also identified for 20 trifoliate orange-specific miRNAs (Table S5). A total of 27 miRNAs were predicted to target the antisense strand of lncRNAs, whereas 22 were also found to target the sense strand. 

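Tables S4 and S5 pair miRNAs with lncRNAs in 49 entries that name 43 distinct lncRNAs. By the strand each lncRNA carries in its identifier, 27 entries name a lncRNA on the minus strand of its scaffold and 22 one on the plus strand. Of the 43 lncRNAs, 27 were intergenic, 13 intragenic and 3 antisense to a protein-coding gene, and their median length was 441 nt.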

Most miRNAs, especially the conserved ones, could target several genes; for example, Pt-miR172a, Pt-miR172e, and Pt-miR396a had at least three targets. The trifoliate orange-specific miRNAs appeared to have only a limited number of targets, excluding Nove129, Nove135, Nove136, Nove142, and Pt-miR243 (the miRNA was named according to previous reports)^28^,^31^. A total of two and six potential lncRNAs were predicted for targets of the miR156 and miR172 families, respectively (Table S4).

The lncRNAs that potentially function as target mimics of miRNAs were predicted according to Wu^35^. In total, seven lncRNAs were identified that may act as target mimics and may be bound by nine miRNAs (three known miRNAs and six novel miRNAs) to form nine miRNA-lncRNA duplexes (Table S6). Among these miRNA target mimics, TCONS_00030665 was the target mimic of Pt-miR156a; TCONS_00041402 was the target mimic of Pt-miR160a. It is worth noting that TCONS_00041402 is the target mimic of one known miRNA (Pt-miR160a) and two novel miRNAs (Nove171 and Nove125) (Table S6).

### Monitoring the expression of potential targets of miRNAs

Previous studies of mRNAs with miRNA target sites suggest that only the 3′ fragment of the target mRNA possesses a poly(A) tail after miRNA-induced cleavage^36^. When poly (T) adapters are used for reverse transcription, only the 3′ end of the cleaved mRNA should be copied into cDNA. Therefore, the reverse-transcription PCR (RT-PCR) product from the upstream region of the cleaved site is no greater than the downstream region because reverse transcription with poly (T) adapters would not generate cDNA beyond a cleaved site. Here, to verify the miRNA targets, regional amplification quantitative RT-PCR (RA-PCR)^36^ was used to assess the abundance of three regions of potential targets of miRNAs based on the aforementioned method. Figure 6A illustrates the relative positions of the three primer sets for a given lncRNA for the RA-PCR method. The first set (F5′, R5′) amplifies a region upstream of the potential cleavage site. The second set (F, R) synthesizes a fragment that contains the cleavage site and flanking regions. The third set (F3′, R3′) amplifies a fragment downstream of the cleavage site. Primers were tested to ensure amplification of single discrete bands with no primer–dimers, additional primer-binding sites, and self-priming caused by RNA secondary structures.

Among these 49 targets and 9 target mimics, 21 lncRNAs were investigated using the RA-PCR method. Figure 6B shows the results of the RA-PCR for TCONS_00048785 in MT and WT. This lncRNA does not have a known miRNA target site and was used as a negative control. The results indicate that the stability of the middle region is similar to that of the 3′ and 5′ regions for this lncRNA. The PCR products from the three regions of most of the lncRNAs exhibited similar levels for both MT and WT. Differences were noted for these regions in TCONS_00030665, meriting more detailed analyses. Figure 6C shows the products of the RA-PCR reactions for the expression of TCONS_00030665, a potential target of Pt-miR156 during the phase transition stage of the two genotypes. The middle and 5′ regions were decreased relative to the 3′ regions; the amount of product from the 3′ region was 6.5-times to 9.2-times the amount observed from the 5′ and middle regions in MT and WT, respectively, but was similar to the amount observed from the 5′ and middle regions. This finding is consistent with miRNA-induced cleavage of this mRNA. Figure 6D shows the results from RA-PCR analysis of the three regions amplified from TCONS_00004802, a potential target of Pt-miR396a from the juvenile to the adult stage of the two genotypes. The results indicated that the target region also decreased relative to the 3′ regions. It is noteworthy that the 5′ region appeared to decay faster than the 3′ region. The amount of product from the 5′ region was 0.48-times to 0.67-times the amount observed from the middle region. This result may be due to a preferential decay from the 5′ side^37^. This is, again, in agreement with the miRNA-induced cleavage of this mRNA. These results indicate that TCONS_00030665 and TCONS_00004802 may be regulated by Pt-miR156a and Pt-miR396a, respectively.

### Tissue specificity of lncRNA expression in MT and WT

A major challenge in predicting lncRNA function resides in the lack of conservation. Their expression patterns, specifically tissue-specific expression patterns, may aid in deducing the potential function of these lncRNAs. Therefore, to examine the expression patterns of flowering-related lncRNAs in more detail, the expression pattern of 16 lncRNAs (11 differentially expressed lncRNAs and 5 targets of miRNAs) were analyzed by real-time PCR in roots, spring flushes, leaves, flowers at anthesis, and whole fruits at 30 days after flowering (Fig. 7). These lncRNAs, excluding TCONS_00044561, could be detected in roots, spring flushes, leaves, flowers, and fruit by real-time PCR. However, most lncRNAs were present at low levels in MT tissue compared with the levels in WT tissue. TCONS_00006648, TCONS_00028024, TCONS_00014766, TCONS_00030665, and TCONS_00009262 showed broad expression patterns, with transcripts detected in all plant organs in MT and WT. TCONS_00019250 and TCONS_00027249 were expressed at higher levels in flowers than in the other organs. TCONS_00051003 was expressed predominantly in leaves and flowers. TCONS_00030665 exhibited the highest expression levels in roots. TCONS_00023301 and TCONS_00038108 were expressed mainly in leaves, and TCONS_00005234 and TCONS_00026253 showed higher expression levels in fruit and spring flushes. Five lncRNAs were specific to WT (TCONS_00005234, TCONS_00044132, TCONS_00027249, TCONS_00044561, and TCONS_00033994) and two lncRNAs were specific to MT (TCONS_00051003 and TCONS_00038108). It is noteworthy that three targets (TCONS_00044561, TCONS_00033994, and TCONS_00038108) were specific to WT or MT. These results indicated that the three lncRNAs may be regulated by miRNAs during the flowering development processes.

### Functional analysis of Pt-miR156 and its target

The miR156 family plays an important role in regulating the vegetative phase change of *Arabidopsis*. TCONS_00030665 may be regulated by Pt-miR156a based on RA-PCR analysis. These results indicated that TCONS_00030665 might be also important for the flowering of trifoliate orange. In addition, the miR156 family is highly conserved between citrus and *Arabidopsis*^31^. Genetic transformation of citrus is very difficult because of a variety of technical limitations associated with citrus. Thus, to characterize the functions of miR156 and its targets, three expression constructs containing the Pt-miR156a1/2 precursors and one lncRNA (TCONS_00030665) under the control of the 35S promoter were genetically transformed into *Arabidopsis* (Fig. 8). Twenty-three and 21 independent Kanamycin-resistant plants were obtained in the T_1_ generation for Pt-miR156a1 and Pt-miR156a2, respectively. PCR analysis showed that the precursor of Pt-miR156a1/a2 was ectopically expressed in transgenic lines but not in the control plants. Three independent transgenic lines from the T_3_ generation were randomly selected for phenotypic observation for each miRNA. Compared with the control plants, three transgenic lines from the 35S::Pt-miR156a1 transgenic lines showed slightly late flowering (Student’s *t* test, *P* > 0.05) in terms of both days to flowering and number of leaves (Fig. 8A and F). No differences in the appearance of flowers and inflorescences were observed among 35S::Pt-miR156a1 and the control. However, three transgenic lines from Pt-miR156a2 flowered significantly later than the control. The average time to flowering in the transgenic plants ranged from 43.5 to 48.3 days, whereas that in the control plants was 29.3 days. The average number of leaves at the time of flowering ranged from 80.2 to 205.1 in the transgenic plants and was 12.6 in the control plants. Interestingly, when the control plants began to senesce, the 35S::Pt-miR156a2 transgenic plants maintained vegetative growth and even failed to bolt (Fig. S1). In addition, the transgenic plants of Pt-miR156a2 showed multiple morphological changes, such as severe dwarfism, smaller leaves, and flowers under long days. It is noteworthy that the 35S::Pt-miR156a2 plants produced shorter and fewer siliques than control plants. The transgenic siliques were, on average, 50–60% as long as those of the control plants.

To determine the effects of the target of Pt-miR156 on flowering time and inflorescence morphology, TCONS_00030665 was also introduced into *Arabidopsis*. Twenty independent Kanamycin-resistant plants were obtained in the T_1_ generation. Using real-time PCR, CONS_00030665 was detected in transgenic plants and no transcript was detected in the control. However, TCONS_00030665 did not affect the timing of flowers or inflorescences in transgenic *Arabidopsis*.

## Discussion

Recent advances in RNA-Seq, which has been combined with genome-wide mapping, have resulted in the identification of a set of lncRNAs in plants^18^,^20^,^22^. These identified lncRNAs have opened up a new field in the investigation of novel regulatory pathways in plants^18^. For example, 3,679 lncRNAs from the tomato ripening inhibitor (*rin*) mutant and its WT counterpart have been identified, indicating that lncRNAs may induce an obvious delay in fruit ripening^22^. Zhang *et al*. (2014) identified a large number of lncRNAs involved in sexual reproduction of rice that were expressed in a tissue-specific or stage-specific manner^19^. In the present study, we investigated transcriptomic changes during the phase transition of precocious trifoliate orange and its WT counterpart and systematically identified the lncRNAs associated with flowering (Table S1). Moreover, we also identified several lncRNAs that were specifically or differentially expressed in the two genotypes. To date, although many lncRNAs have been identified in model plants such as *Arabidopsis*, tomato, *Populus trichocarpa*, rice, and maize, much work remains to be performed with citrus^19^,^20^,^21^,^38^. Here, we present the first comprehensive analysis of lncRNAs in trifoliate orange. These lncRNAs will probably be very useful for other citrus researchers and provide a useful resource for future functional genomics studies and regulatory expression research.

Trifoliate orange lncRNAs are not well-conserved compared with protein-coding genes, have fewer exons, are expressed at lower levels, and are shorter in transcript length, consistent with other studies examining plant lncRNAs^22^,^39^. In this study, most trifoliate orange lncRNAs (90.7%) contained only one exon; one possible reason is that the number of exons is not filtered in novel transcripts. However, if single-exon transcripts are removed from the ab initio transcriptome assemblies, then some of the real lncRNA may be lost. Using real-time PCR analysis, we also found that many lncRNAs have more specific expression profiles than coding genes. This finding is consistent with previous studies in which lncRNAs have highly specific temporal and spatial expression profiles^39^. However, it is noteworthy that only two homologues lncRNAs were identified in trifoliate orange compared with *Arabidopsis* in the NONCODE database^26^. These results suggest that the majority of lncRNAs identified in our study were not conserved with currently known lncRNAs among different plant species. Similar results were observed for lncRNAs in other plant species, such as *Populus*, tomato, maize, and wheat^20^,^21^,^22^,^23^. However, thousands of conserved lncRNAs have been found in mammals, possibly because of a more ancient origin of these lncRNAs and more time to acquire stabilized functions^40^,^41^. The low conservation suggested that these plant lncRNAs may undergo rapid evolution. In fact, it is not surprising that lncRNAs are not well-conserved because of several possible explanations. First, lncRNAs are not constrained by codon usage. Second, although lncRNAs may possess short conserved motifs, these short motifs are not easily identifiable by BLAST^39^. Third, some lncRNAs may directly interact with RNA-binding proteins through conserved secondary structures^18^.

Flowering is one of the most important adaptive traits to ensure the transition of reproductive development during a plant’s life cycle^42^. Several flowering regulatory pathways have been identified to date, such as the vernalization, photoperiod, circadian clock, age, and gibberellin pathways^42^. We also identified a larger number of differentially expressed protein-coding genes representing putative homologs to flowering-related genes in this study, consistent with our previous results from cDNA macroarray in combination with suppression subtraction hybridization^30^. Some of these genes are required for the day-length response and some encode regulatory proteins specifically involved in the control of flowering, whereas others encode components of light signal transduction pathways or are involved in circadian clock function. Vernalization is known to involve lncRNAs, primarily in the regulation of *FLC*^11^,^43^. *FLC* is located at a complex locus in the *Arabidopsis* genome. Recent studies have shown that at least two types of lncRNAs are present in this locus: *COOLAIR* and *COLDAIR. COOLAIR* is transcribed in the antisense orientation relative to *FLC*, whereas *COLDAIR* is transcribed from the intron of *FLC* in the sense orientation^11^. Both lncRNAs can help recruit the PHD-PRC2 complex to enable histone modifications of *FLC* via epigenetic regulation^43^. However, no significant matches were obtained with *COOLAIR* and *COLDAIR* among the 6,584 lncRNAs in this study. One possible explanation for this observation is that the regulatory mechanism of *FLC* differs between *Arabidopsis* and trifoliate orange. A previous study indicated that the *FLC* homologue (*PtFLC*) is transcriptionally regulated by seasonal temperature fluctuations in trifoliate orange. It is regulated post-transcriptionally by alternative splicing via exon skipping, resulting in five splice variants^44^. The alternative splicing pattern of *PtFLC* is altered through developmental stages and further influenced by temperature fluctuations in trifoliate orange^44^. These findings suggest complicated regulation mechanisms in flower formation and flowering in perennial woody plants compared with model plants.

In contrast to our understanding of small ncRNAs, little is known about the functions and regulatory mechanisms of lncRNAs^2^. One intriguing mechanism is lncRNA-miRNA cross-talk^4^. Recently, some lncRNAs were identified as putative targets of miRNAs^20^,^22^; however, the evidence for lncRNA functioning miRNA targets is still lacking in plants. Previous RNA-Seq between MT and WT revealed the presence of a large number of miRNAs that are involved in the regulation of early flowering in MT^28^,^31^. Furthermore, degradome sequencing of MT revealed that a number of miRNA targets were genes that were previously already characterized as important factors during phase transition in MT^31^. For example, the target of miR156 is the *SPL* gene, which not only acts downstream of FT/FD but also defines a separate endogenous flowering pathway^42^. The target of miR172 is *APETALA2* (*AP2*), which is a negative regulator of citrus. In this study, a total of nine potential lncRNAs were predicted for targets of miR156/172. These results indicated that some lncRNAs may be involved in trifoliate orange flowering via the miR156/172 pathway. Transgenic *Arabidopsis* ectopically expressing Pt-miR156 exhibited more rosette leaves, delayed flowering, and dwarfism in our study. Considering the importance of miRNAs in the integration of flowering signals, the RA-PCR technique for monitoring miRNA-guided cleavage of lncRNAs was performed and the results indicated that two lncRNAs (TCONS_00030665 and TCONS_00004802) may be regulated by Pt-miR156 and Pt-miR396. However, ectopic expression of TCONS_00030665 and TCONS_00004802 did not affect the flowering time or flower development in transgenic *Arabidopsis*. There might be two possible explanations. At first, trifoliate orange lncRNAs are not conserved with currently known *Arabidopsis* lncRNAs. Therefore, the lncRNAs regulation mechanisms in seasonal responses and flower formation also may not be conserved between perennial woody plants and model plants. Second, these two lncRNAs may be regulated by multiple pathways besides the miRNA pathway, and these regulatory pathways also may not be conserved between citrus and *Arabidopsis*. Therefore, no significant differences were observed between WT and transgenic plants of different stages based on these reasons. Recently, lncRNAs were also observed to function as target mimics for some miRNAs, providing a new mechanism for the regulation of miRNA activity in plants^15^,^35^. Here, only seven target mimics from lncRNAs were predicted, indicating that target mimicry may not be a main function of lncRNAs in trifoliate orange. In this study, 58 targets were found among 6,584 lncRNAs. This number is lower than that previously reported for *Populus trichocarpa* (71)^20^. However, the number is significantly higher compared with reports involving the tomato (six)^22^. These results may reflect underlying differences in the regulatory mechanism of lncRNAs among different species.

Although the function of most lncRNAs remains unknown, evidence suggests that lncRNAs may play regulatory roles by interacting with RNA, DNA, and protein-coding genes^38^. For example, it has been reported that lncRNAs can act either in *cis* or in *trans* to regulate protein-coding gene expression in animals and plants^11^. The discovery of lncRNAs laid the groundwork for future functional studies of lncRNAs in trifoliate orange. Therefore, to understand the biological role of lncRNAs and their regulatory mechanisms in woody plants, future research should include functional analyses of these genes using overexpression or RNA interference gene silencing strategies in trifoliate orange to elucidate their specific roles.

## Methods

### Plant material

Tissues from MT and WT were collected from the experimental fields of the National Citrus Breeding Center (30°28′N, 114°21′E, 30 miles above sea level) at Huazhong Agricultural University. A major characteristic of MT is that its juvenile phase is shortened to 1 to 2 years, whereas the WT plant has a long juvenile period of 6 to 8 years^27^. Therefore, the WT plants did not form floral buds at similar ages. Self-pruning is a physiologic phenomenon in citrus in which shoots cease vegetative growth by automatically withering the shoot tip (0.5–1 cm). Self-pruning is a necessary but insufficient condition for floral bud initiation^45^. In this study, the seeds of WT and MT were planted in 20-cm pots containing a potting mix of a commercial medium and perlite at a ratio of 3:1 in January. The juvenile potted seedlings were then transplanted and grown under field conditions during the growing season. These juvenile trees were watered regularly with a nutrient solution. Until the late stage of self-pruning, the shoot apical meristem of juvenile trifoliate orange (including MT and WT) is in an undetermined state and floral primordia are not observed (October). After self-pruning, the new terminal bud and lateral buds of the juvenile trees enter dormancy until late February of the next year, and these buds develop into spring shoots in late winter or early spring of the next year. The spring flush is the most important one for growth and flower formation^46^. Cytological observation revealed that the floral buds in MT initiated their differentiation immediately after self-pruning on spring shoots. For WT, the spring shoots, which did not form floral buds, began to produce vegetative buds after self-pruning. Therefore, this period is called the phase transition stage of MT. In this experiment, the terminal bud and the five following buds (the major node position for flower formation) from spring flushes of these MT and WT trees were collected after self-pruning every 2 days and every 1 week, respectively. To prepare a representative sample of total RNA from the WT and MT tissues for RNA sequencing, different developmental stages of plant organs from approximately equal numbers of WT and MT were pooled for each plant type. For spatial expression analysis of lncRNAs, terminal meristems of spring flushes, leaves, roots, flowers at full bloom, and whole fruits at 30 days after flowering of MT and WT were also collected. All materials were collected from three individual plants, immediately frozen in liquid nitrogen, and stored at −80 °C until analysis.

### Total RNA isolation and paired-end strand-specific RNA sequencing

Total RNA was isolated from WT and MT (three biological replicates per genotype) using the Plant RNAiso Plus according to the manufacturer’s instructions (Takara, Kusatsu, Japan). Genomic DNA was removed from total RNA by DNase treatment (Promega, Madison, WI, USA). All RNA samples were quantified and examined for protein contamination and reagent contamination using a NanoDrop ND 1000 spectrophotometer (NanoDrop, Wilmington, DE, USA). Due to some lncRNAs lacking the poly(A) tail, the rRNA of total RNA was removed using Ribo-Zero rRNA Removal Kits (Plant) according to the manufacturer’s instructions (Illumina, USA), retaining lncRNA both with and without a poly(A) tail. Six strand-specific RNA libraries with an insert size of approximately 250 to 500 nucleotides were prepared according to a UTP method^47^ and submitted to the Beijing Genomics Institute (BGI, Shenzhen, China) for 125-bp paired-end sequencing on the Illumina HiSeq 2500 at a depth of approximately 90 million reads per library. The RNA-Seq data from this study have been submitted to Gene Expression Omnibus under accession number GSE84443.

### Bioinformatics analysis to identify lncRNAs

The paired-end RNA-Seq reads were filtered for quality using the FASTX-Toolkit^48^ with default parameters by removing low-quality reads and adaptor sequences. The clean reads from each library were aligned with the citrus reference genome^32^ using TopHat^49^. Only reads with no more than two mismatches were obtained and used to construct transcripts of each sample separately using Cufflinks^49^ based on the citrus genome reference. The lncRNA structure was optimized according to the read distribution, information of paired-ends, and the genome annotation. The distribution of reads in the genome was obtained by aligning the continuous and overlapping reads to form a transcription active region (TAR). The TARs were identified based on the method described by Shuai^20^. After the TARs were obtained, they were subjected to some filtering processes to identify lncRNA candidates^20^. First, the length of the TARs had to be longer than 200 bp to exclude small intergenic transcripts. Second, the longest ORF of the TAR had to be smaller than 100 amino acids (the longest ORF predicted by OrfPredictor)^50^. Both strands of the TARs were used for prediction. Third, to ensure that our results were not influenced by genomic DNA contamination of the cDNA library, the lncRNA candidates had to appear in both MT and WT. Fourth, the coding potential of the remaining transcripts was evaluated using coding potential calculator (CPC) software^51^, predictors of long non-coding RNAs and messenger RNAs based on an improved k-mer scheme (PLEK) software^52^, and Coding Noncoding Index (CNCI) software^53^. When applying CPC, we used the protein-coding transcripts of citrus as a reference. All transcripts with CPC scores >0 or CNCI >0 were discarded. Additionally, by searching against the Pfam database (http://pfam.xfam.org/, E-value < 0.001)^54^, transcripts encoding any conserved protein domains were removed from the sense strand for multi-exonic transcripts or from either strand for single exon transcripts. The Rfam database was used to discard housekeeping RNAs, such as tRNAs, rRNAs, snRNAs, and snoRNAs (E-value < 0.001) with BLASTN. Finally, these sequences were further analyzed using BLAST analysis against miRbase to remove miRNA precursors.

### Localization of lncRNAs and classification of lncRNAs

A diagram was generated to show the localization and abundance of lncRNAs and protein-coding genes in the citrus genome using the program Circos^55^. The annotated lncRNAs were subdivided into three categories according to the locations relative to the nearest protein-coding genes using the cuffcompare program in the Cufflinks suite^49^,^56^: (i) lncRNAs without any overlap with other protein-coding genes are classified as intergenic lncRNAs; (ii) lncRNAs totally in the some protein-coding loci are classified as intragenic lncRNAs; and (iii) antisense lncRNAs overlapping with exons of a protein-coding transcript on the opposite strand.

### Differential expression of lncRNAs between MT and WT

The expression levels of the assembled transcripts were calculated and normalized using fragments per kilobase of transcript per million fragments (RPKM) using Cufflinks v2.1.1^49^. Transcripts with mapping coverage of less than half the transcript length and transcripts with FPKM < 1 were removed. The change in lncRNA expression was calculated as the fold change (FC): FC = FPKM of WT/FPKM of MT. Only the lncRNAs that met the criteria of |log_2_^FC^| ≥ 1 with *P* < 0.05 were considered differentially expressed lncRNAs. To identify the protein-coding gene expression patterns in the two genotypes, we mapped the reads against the citrus genome^32^ using bowtie2 software^57^. Expression levels for each gene were calculated by quantifying the reads according to the RPKM method^58^. Replicates were examined independently for statistical analysis. Genes that were differentially expressed by at least two-fold were tested for false discovery rate correlations at *P* ≤ 0.05^59^.

### Real-time PCR analysis

To validate the differentially expressed lncRNAs and genes, real-time PCR was performed. Primers for real-time PCR are listed in Table S7. Real-time PCR was performed based on a previously reported method^60^. Three biological replicates and four mechanical repetitions were assayed, and it was shown that they had similar trends. Data from one biological repeat are presented. The data were processed using one-way analysis of variance (ANOVA); significant differences were compared based on Student’s *t*-test. *P* < 0.01 was considered significant.

### Prediction of miRNA targets and miRNA endogenous target mimics from lncRNAs

Trifoliate orange lncRNAs were predicted as miRNA targets using psRobot^61^. The target mimics were predicted using psRobot combined with local scripts and the rules established by Wu^35^. Generally, the following rules were used: (1) bulges were only permitted at the 5′ end of the ninth to twelfth positions of the miRNA sequence; (2) the bulge in eTMs should be composed of only three nucleotides; (3) perfect nucleotide pairing was required at the 5′ end of the second to eighth positions of the miRNA sequence; and (4) except for the central bulge, the total mismatches and G/U pairs within eTM and miRNA pairing regions should be no more than three.

### Plasmid construction and genetic transformation

The genomic sequence containing the Pt-miR156a1/2-fold back region was amplified from genomic DNA as a template by using PCR. The PCR products were digested and cloned into *Sal* I and *BamH* I sites of vector pBI121 to generate the overexpression construct Pt-miR156a1 and Pt-miR156a2 (Table S7). The cloned vector was verified by sequencing. The targets (TCONS_00030665) from Pt-miR156 were cloned into vector pBI121 based on the same method. For *Arabidopsis* transformation, the floral dipping transformation method was used in this experiment^62^. T_3_ homozygous lines were used for all experiments presented. Identification and phenotype analysis of the transformants were performed using a previously reported method^46^, and the data were analyzed using Excel (Microsoft, Redmond, WA, USA).

## Additional Information

**How to cite this article:** Wang, C.-Y. *et al*. Genome-wide screening and characterization of long non-coding RNAs involved in flowering development of trifoliate orange (*Poncirus trifoliata* L. Raf.). *Sci. Rep.* **7**, 43226; doi: 10.1038/srep43226 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Figure S1

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

## Figures and Tables

**Figure 1:**
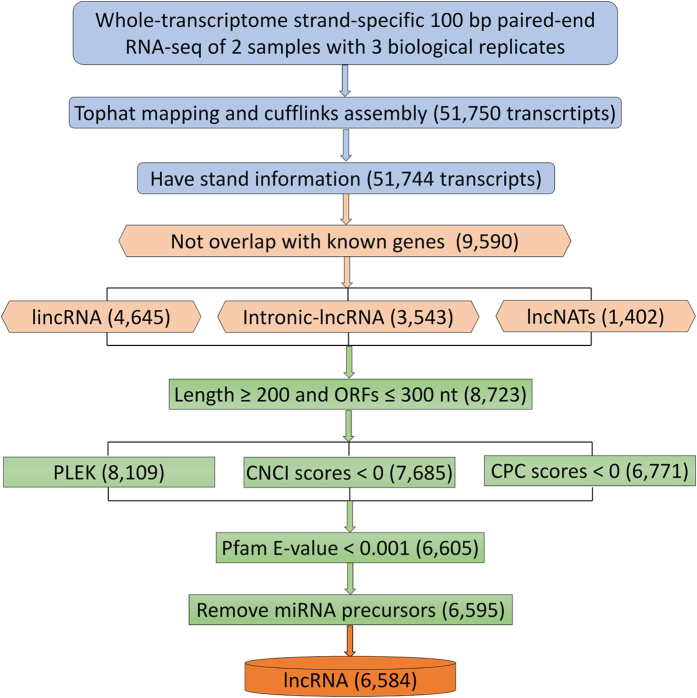
Detailed schematic diagram of the informatics pipeline for the identification of citrus lncRNAs. Paired-end strand-specific RNA-Seq was performed for MT and WT. Clean reads were mapped and assembled according to the known citrus genome using TopHat and Cufflinks^49^. Transcripts were filtered with the six criteria for identification of putative lncRNAs: (i) not citrus coding genes; (2) length >200 nucleotides and ORF < 100 amino acids; (iii) not encoding known protein domains; (iv) little coding potential; (v) not housekeeping ncRNAs; and (vi) not miRNA precursors. A total of 6,584 transcripts were obtained. CPC: coding potential calculator; PLEK: predictors of long non-coding RNAs and messenger RNAs based on an improved k-mer scheme; CNCI: coding non-coding index.

**Figure 2:**
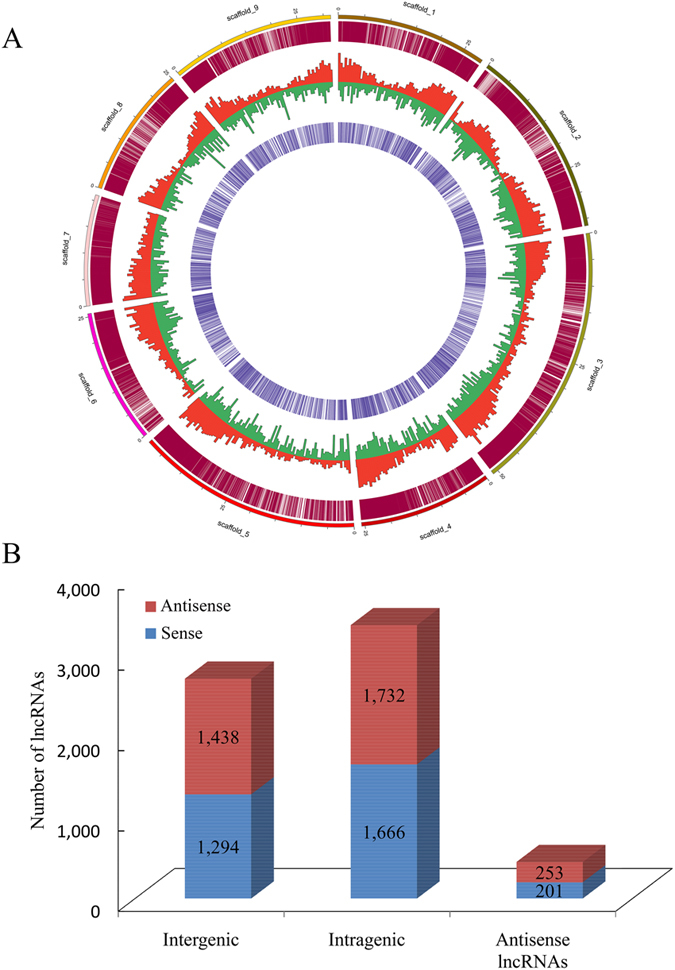
Distribution and classification of 6,584 citrus lncRNAs. (**A**) Genome-wide distribution of citrus lncRNAs compared with protein-coding genes. Chromosomes are indicated in different colors and in a circular form as the outer thick track. The inner chromosome scale (Mb) is labeled on each chromosome. On the second track (outer to inner), each vertical red line shows the location of protein-coding genes throughout the whole citrus genome. In the next two tracks, the abundances of protein-coding genes and lncRNAs in physical bins of 10 Mb per chromosome are indicated by blue and red columns, respectively. On the fourth track, each vertical purple line shows the location of lncRNAs throughout the entire citrus genome. (**B**) Classification of citrus lncRNAs according to their genomic position and overlap with protein-coding genes. Numbers of lncRNAs in the sense or antisense strand for each of the three main classes are labeled in the columns (intergenic, intragenic, and antisense).

**Figure 3:**
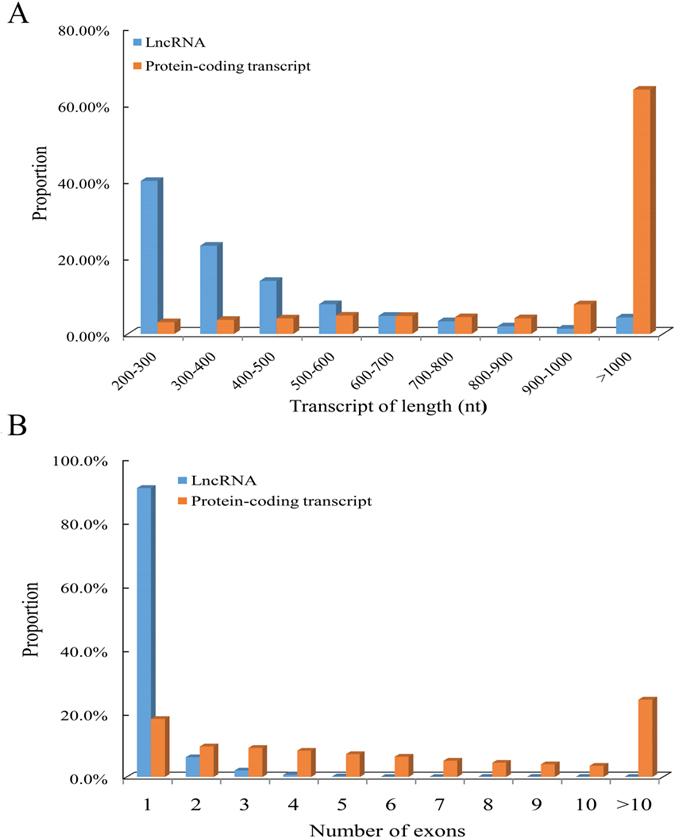
LncRNAs are shorter and have fewer exons than protein-coding transcripts. Distribution of the length (**A**) and numbers of exons (**B**) for the 6,584 lncRNAs in comparison to the 33,929 protein-coding transcripts in citrus.

**Figure 4:**
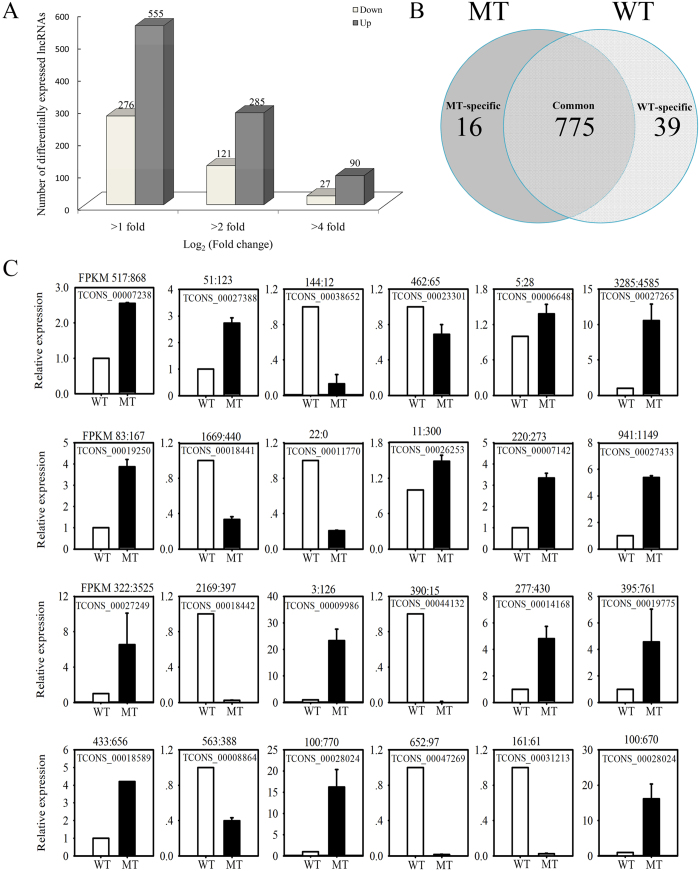
Differential expression of flowering related lncRNAs. (**A**) Total numbers of differentially expressed lncRNAs (|log_2_ ratio| ≥ 1, 2, and 6; *P* < 0.05) between MT and WT. (**B**) Venn diagram showing the differentially expressed lncRNAs between MT and WT. (**C**) Real-time PCR validation of RNA-Seq data showing the accumulation of 24 randomly selected lncRNAs between WT (white columns) and MT (black columns); the abundance of lncRNAs from RNA-seq data is shown above each lncRNA. Relative transcript levels are calculated by real-time PCR with β-actin as the standard. Data are means ± SE of four separate measurements.

**Figure 5:**
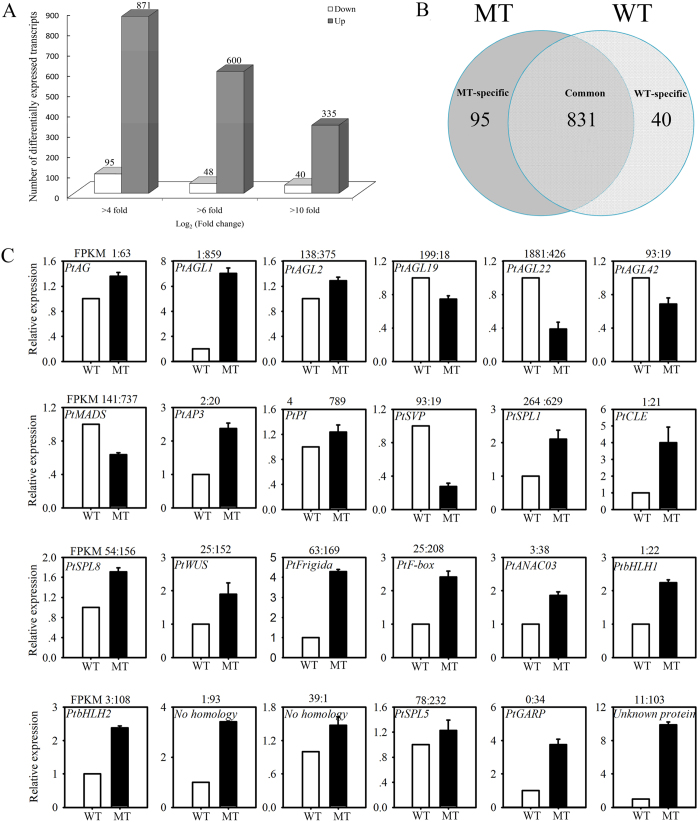
Differential expression of protein-coding genes. (**A**) The total numbers of differentially expressed transcripts (|log_2_ ratio| ≥ 4, 6, and 10; *P* < 0.05) between MT and WT. (**B**) Venn diagram showing the differentially expressed transcripts between MT and WT. (**C**) Real-time PCR validation of RNA-Seq data showing the accumulation of 24 randomly selected flowering-related transcripts between WT (white columns) and MT (black columns); the abundance of protein-coding genes from RNA-seq data is shown above each gene. Relative transcript levels are calculated by real-time PCR with β-actin as the standard. Data are means ± SE of four separate measurements. The gene ID from the citrus genome database (https://phytozome.jgi.doe.gov/pz/portal.html#!info?alias=Org_Cclementina).

**Figure 6:**
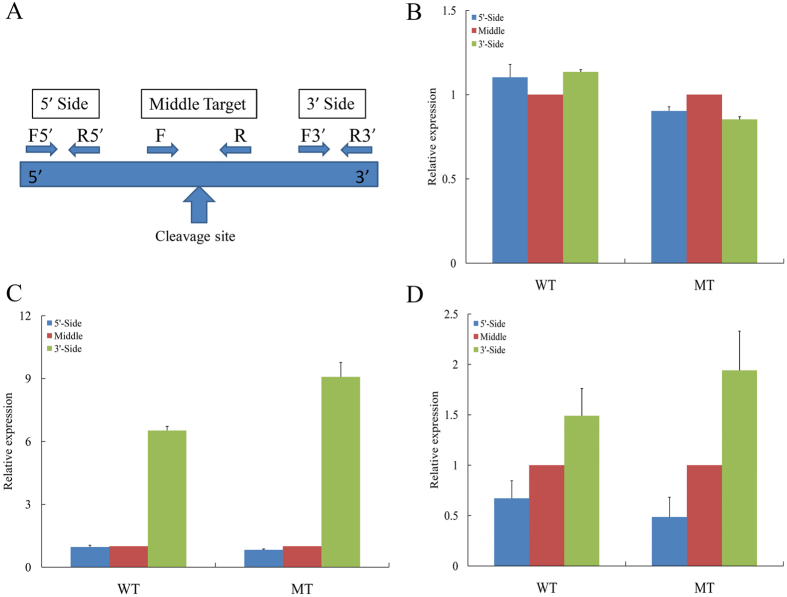
Regional amplification quantitative RT-PCR (RA-PCR) of the targets. (**A**) Diagram of the primers designed to amplify fragments of cleaved and non-cleaved miRNA-targeted lncRNAs and miRNA target sites. (**B**) Relative quantification of three fragments of the control (TCONS_00048785) by RA-PCR, with the middle target fragment set to a value of 1. (**C**) Relative quantification of three fragments of TCONS_00030665 by RA-PCR, with the middle target fragment being set to a value of 1. (**D**) Relative quantification of three fragments of TCONS_00004802 by RA-PCR, with the middle target fragment being set to a value of 1. Relative transcript levels are calculated by real-time PCR with β-actin as the standard. Data are means ± SE of four separate measurements.

**Figure 7:**
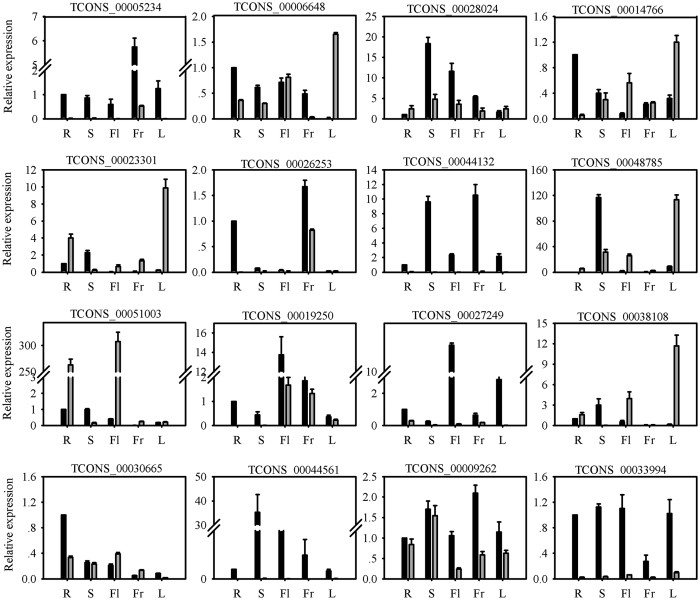
Relative quantities of lncRNAs in various tissues from MT (gray column) and WT (black column): roots, shoots, leaves, flowers at anthesis, and whole fruits at 30 days after flowering. Relative transcript levels are calculated by real-time PCR with β-actin as the standard. Data are means ± SE of four separate measurements.

**Figure 8:**
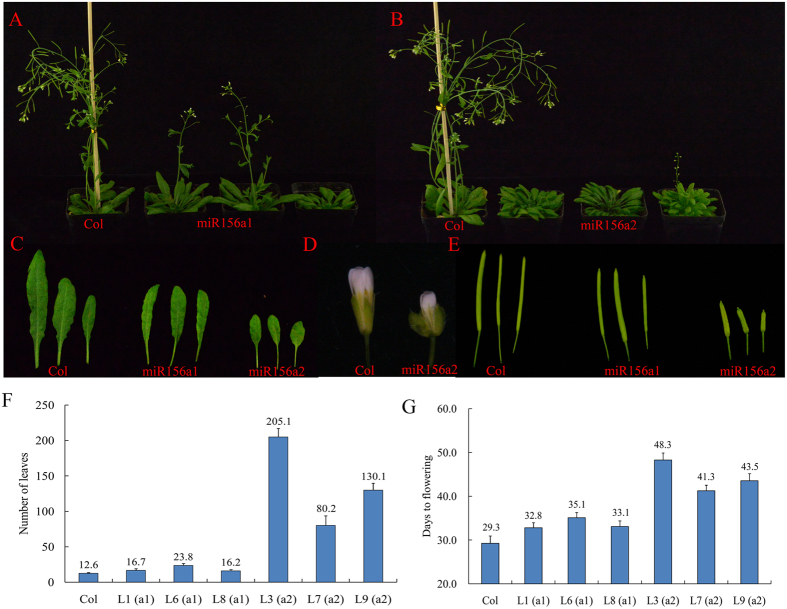
Overexpression of Pt-miR156a1/a2 and phenotypic analysis in *Arabidopsis*. (**A**) Phenotypes of transgenic *Arabidopsis* with p35S:Pt-miR156a1 under long day. (**B**) Phenotypes of transgenic *Arabidopsis* with p35S:Pt-miR156a2 under long day. (**C**) Leaves of p35S:Pt-miR156a1 and p35S:Pt-miR156a2 transgenic and control plants. (**D**) Flower phenotypes of control and p35S:Pt-miR156a2 plants. (**E**) Silique length of control and p35S:Pt-miR156a1/a2 transgenic *Arabidop*sis. (**F**) Times to flowering of T_3_ plants of six independent transgenic lines from Pt-miR156a1 (L1, L6, and L8) and Pt-miR156a2 (L3, L7, and L9). (**E**) Number of leaves to flowering of T_3_ plants of six independent transgenic lines from Pt-miR156a1 (L1, L6, and L8) and Pt-miR156a2 (L3, L7, and L9).

# Supplementary material for: Genome-wide screening and characterization of long non-coding RNAs involved in flowering development of trifoliate orange (Poncirus trifoliata L. Raf.)
**Source:** Sci Rep. 2017 Feb 24;7:43226. doi: 10.1038/srep43226
**Supplement:** Figure S1

Genome-wide screening and characterization of long non-coding RNAs involved in flowering development of trifoliate orange (*Poncirus trifoliata* L. Raf.)

Chen-Yang Wang¹, Sheng-Rui Liu^{1,2}, Xiao-Yu Zhang¹, Yu-Jiao Ma¹, Chun-Gen Hu^{1,*}, Jin-Zhi Zhang^{1,*}

¹These authors contributed equally to this work.

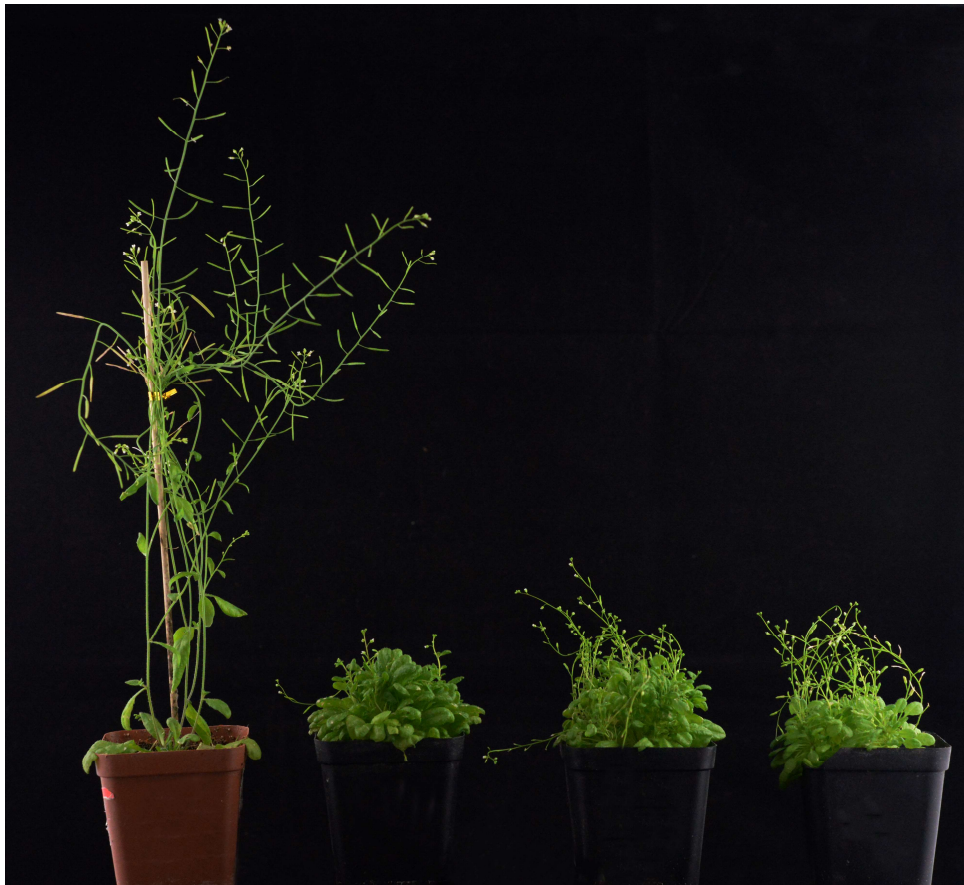

Figure S1. Senescent phenotypes of control and three transgenic lines of p35S:Pt-miR156a2.

How the deposited data were processed for this re-analysis (not part of the article)

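RNA of buds of the early-flowering mutant (MT) and its wild type (WT) of trifoliate orange was measured in 6 libraries, 3 biological replicates per genotype. The paper states that the replicates are biological, that material of different stages was pooled for each plant type, and that all material came from 3 individual plants. It gives collection every 2 days for MT and every 1 week for WT, so the sampling schedule goes with genotype. The authors removed low-quality reads with the FASTX-Toolkit, aligned them to the citrus genome with TopHat, assembled transcripts with Cufflinks, selected lncRNAs by length, reading frame and coding potential, and computed the deposited FPKM with Cufflinks. The genome build is not given in the sources used here beyond the citation of the citrus genome. Each lncRNA comes with its scaffold, strand, class code, length and exon number but no position, so no coordinates are printed. Protein-coding genes, real-time PCR, miRNA cleavage tests and transgenic plants were not analysed here.

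The deposited FPKM are relative to all fragments of a library and to transcript length. No fragment counts could be recovered from the FPKM alone, so no test on counts was run, and the design written for counts was replaced by the one written for normalized values. The base means in the paper's Table S2 follow FPKM times length with nearly the same weight in each library of a genotype. They were not used to estimate fragments. Libraries were compared for identical values, and no pair of libraries shared a value above 0. Spearman's rho across lncRNAs above every library's length step was 0.869 to 0.884 within MT and 0.851 to 0.857 within WT. Depth per library was taken only from the paper, whose methods give about 90 M reads and whose results a higher number after filtering. The precision of a single FPKM was not estimated. The p-values rest on the spread between 3 libraries per genotype. Exact tests of 3 against 3 cannot give a 2-sided p under 0.10, so limma was used for differences between MT and WT.

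Differential expression used limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with genotype as the only term, for lncRNAs with a mean of at least 1 FPKM in either genotype. A call needed a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. On simulated values with the spread and the 6063 lncRNAs of this comparison, the same steps called 94 of 100 lncRNAs changed by 3 on the log2 scale and 47 of 100 changed by 1.5, with 6 calls among the unchanged lncRNAs. The changed lncRNAs were drawn from those with higher levels, and the noise was normal and independent between lncRNAs. No general shift between the genotypes and no length steps were simulated. The real data have both, so these rates need not hold there. Sets of lncRNAs were tested with Fisher's exact test and with limma's camera, at a preset correlation of 0.01 and at an estimated one. Shares carry Wilson 95% intervals, and strand splits an exact binomial test. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.

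The lncRNAs named in the text follow a rule set before the data were examined: those the paper names in its text, Fig. 4C, Fig. 6, Fig. 7 and Tables S4 to S6, and the 10 higher and 10 lower ones with the largest change among calls in which every MT library lies on the same side of every WT library. The values in Table S2 had been seen by then. Other lncRNAs named, such as the longest, the most abundant or those with consecutive numbers, were chosen after their values were seen. Alternatives set before the data were examined were the pseudocount, the filter, the thresholds, a replicate block, each library left out, and subsets of the lncRNAs. Chosen after seeing the data were the scaling of the libraries to a median ratio of 1, the scale of Table S2, a variance trend in limma, a fold without a pseudocount, a detection limit of 0.01 FPKM, and the restriction to lncRNAs above the length at which every library's median FPKM steps up. That length was found for each library by comparing the median FPKM over 4 nt of length with that over the 4 nt before it, over 60 lengths.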

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

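The counts of lncRNAs outside Table S2 and the test of other splits were chosen after the results were seen. Against Table S2 of the paper, 89 lncRNAs were called higher and 3 lower in MT here that the table does not list. They stand here because the paper does not discuss them and they passed the test against the WT libraries. Their number depends on the scaling and on single libraries: on the scale of Table S2 it was 7 higher and 3 lower, and after scaling to a median ratio of 1 it was 0 higher and 24 lower. Without MT replicate 1 it was 34 higher, without MT replicate 2 it was 3, without MT replicate 3 it was 5, without WT replicate 1 it was 33, without WT replicate 2 it was 4 and without WT replicate 3 it was 14, with 0 lower in each except 1 without MT replicate 3. The largest log2 fold change among these higher ones was in TCONS_00014606, an intergenic lncRNA of 204 nt on scaffold 3, with 5.65 ± 0.752 FPKM in MT and 1.41 ± 0.816 FPKM in WT (SD, n = 3 each). Its length lies below every library's step in median FPKM. At 201 to 204 nt, 7 of 79 tested lncRNAs were called higher here, while Table S2 lists 0 of 124 lncRNAs as up. TCONS_00048709 on scaffold 9 was lower in MT, with 0.728 ± 0.232 FPKM against 2.60 ± 0.207 FPKM in WT (SD, n = 3 each). Both were chosen after their values were seen. With 3 libraries per genotype no library was tested for standing apart from its group.

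The number of calls, 533, was set beside the 9 other ways of splitting the 6 libraries into groups of 3, of which the highest gave 3 calls. With 10 splits in all, of which 1 (the real one) gave as many, the share cannot fall under 0.05. Each other split mixes MT and WT libraries, so differences between the genotypes widen the spread within its groups and keep its calls low. The low numbers of these splits are therefore no measure of calls by chance.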

How the results depend on the processing

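The number of calls between MT and WT, 533 (398 higher, 135 lower in MT), depended on most settings. Leaving out 1 library gave 115 to 307 calls (77 to 227 higher, 38 to 80 lower), with fewer samples. An unadjusted p under 0.05 gave 982 (789 higher), an absolute log2 fold change of at least 2 gave 149 (111 higher, 38 lower), and both together, chosen after seeing the data, 259 (214 and 45). A log2 ratio without a pseudocount at an unadjusted p, chosen after seeing the data, gave 1212 (983 and 229). The settings with a pseudocount of 0.1, no filter, no fold threshold, a variance trend and only lncRNAs above the length steps stayed within 1.5 times. Scaling to a median ratio of 1, chosen after seeing the data, gave 327 calls with the split turned to 113 higher and 214 lower, and with lncRNAs above the length steps 137 higher and 222 lower. The scale of Table S2, also chosen after seeing the data, gave 343, of which 186 were higher. The replicate block left 0 calls by limma (0 higher, 0 lower; 1781 at an unadjusted p under 0.05) with 2 residual degrees of freedom. The values gave no sign that the replicate numbers pair the libraries: the deviations of same-numbered MT and WT libraries correlated at -0.0041 to 0.0033, and 0 of the 3 MT libraries correlated best with its own number. This does not exclude a pairing, which neither the labels nor the paper states. With single-exon lncRNAs left out, 82.4% were intergenic, 3.45% intragenic and 14.1% antisense, and 18.9% were over 1000 nt. In the same subset, 19.0% of intragenic lncRNAs lay on the minus strand, a reversed lean, and 58.1% of antisense ones, which no longer passed. lncRNAs longer than 300 nt had 1 or 2 exons in 95.4%. Of intergenic lncRNAs 15.2% lay on scaffold 3 and 19.9% on scaffold 5. With a mean of at least 1 FPKM required, 50 lncRNAs were seen in MT only and 17 in WT only. The odds ratio of calls among target mimics alone was 0, on 6 lncRNAs. That of higher calls among intragenic lncRNAs was 1.88 at an absolute log2 fold change of at least 2 and 1.21 above the length steps with scaling, and passed the test at neither, while it passed among single-exon lncRNAs (1.82, Fisher's exact test, p = 0.0057). Except where fewer samples or lncRNAs are named, the cause was not tested.

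Of the named lncRNAs, 12 to 18 lost the call with 1 library left out, 40 with the replicate block, 8 with a pseudocount of 0.1, 7 with scaling to a median ratio of 1 (5 with it above the length steps), 5 on the scale of Table S2 and 2 with a variance trend. The call was gained by 5 named lncRNAs, 3 of them without MT replicate 1, 2 with scaling to a median ratio of 1 (3 with it above the length steps), 1 above the length steps, 1 on the scale of Table S2 and 1 with a variance trend. Those that changed sign had not passed the test. With scaling to a median ratio of 1, and with it above the length steps, TCONS_00009262 turned to -0.101 and -0.0688, TCONS_00015223 to -0.138 and -0.106, TCONS_00037601 to -0.0807 and -0.0510, TCONS_00039716 to -0.180 and -0.156, and TCONS_00046047 to -0.298 and -0.269 on the log2 scale. On the scale of Table S2, TCONS_00039716 turned to -0.0107 and TCONS_00046047 to -0.102, and with a pseudocount of 0.1 TCONS_00040631 turned to 0.0140. With 1 library left out, TCONS_00004802 ranged from -0.502 to 0.0435, TCONS_00025390 ranged from -0.149 to 0.101, TCONS_00039716 ranged from -0.136 to 0.349, TCONS_00040631 ranged from -0.361 to 0.233, TCONS_00041402 ranged from -0.289 to 0.217 and TCONS_00046047 ranged from -0.148 to 0.322. Not run were DESeq2 and the filter on counts, since the values are FPKM, library sizes over all transcripts, all alternatives for protein-coding genes and the comparison of levels with them, the merging of overlapping lncRNAs, and bins along scaffolds, which need positions.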

Differences from the paper's values

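The paper reports 831 differentially expressed lncRNAs and limma called 533 here. It states a p under 0.05 and an absolute log2 ratio of at least 1, and its text does not say whether this p is adjusted. At an unadjusted p under 0.05 the number here was 982, within 1.5 times the paper's, as was the number with no fold threshold (689). The other alternatives set before the data were examined gave lower numbers, more than 1.5 times under the paper's: 453 with a pseudocount of 0.1, 530 without a filter, 149 at an absolute log2 fold change of at least 2, 0 with a replicate block, and 115 to 307 with 1 library left out. For lncRNAs lower in MT the paper's number is 276 and the number here 135. At an unadjusted p under 0.05 it was 193, within 1.5 times the paper's, and it was 161 with no fold threshold, 116 with a pseudocount of 0.1, 139 without a filter, 38 at an absolute log2 fold change of at least 2, 0 with a replicate block and 38 to 80 with 1 library left out, all further away. Settings chosen after seeing the values also came within 1.5 times. For the total these were lncRNAs above the length steps (569, not calling 370 of the paper's 831) and a fold without a pseudocount at an unadjusted p (1212, not calling 105). For lncRNAs lower in MT they were scaling to a median ratio of 1 (214, not calling 86 of the paper's 276), the same above the length steps (222, not calling 78) and a fold without a pseudocount at an unadjusted p (229, not calling 72). All 555 lncRNAs that Table S2 lists as up and all 276 it lists as down had the same direction in the FPKM used here, and 522 and 249 of them an unadjusted p under 0.05. Both come from the same libraries, so this is not independent evidence. Of the lncRNAs in Table S2, limma called 309 higher and 132 lower.

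The log2 ratios in Table S2 match those of the mean FPKM only after a change of scale. The paper's values were lower by a median of 0.23, and its base means equal FPKM times length with a weight that is 1.17 times higher in WT than in MT. On that scale the ratio of TCONS_00027249 was 3.45 here, which is also the paper's value, and over the 39 named lncRNAs with a finite ratio in Table S2 the gap had a median of 0.012 and a largest value of 0.24 (TCONS_00001769, whose replicate SDs give the ratio an error of 1.27). Although 0 of the 39 gaps was above the error from the replicate SDs, that error enters both ratios and is no measure of their gap. Both come from the same 6 libraries and the scale was fitted to the paper's base means, so their closeness is not independent evidence.

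The paper gives 16 lncRNAs not observed in WT among its differentially expressed ones. Over all 6584 listed lncRNAs, a wider set than the paper's, 104 were at 0 in all 3 WT libraries and above 0 in MT here, and 50 with a mean of at least 1 FPKM in MT, so both differ. The paper gives 39 as missing from MT, more than from WT. Here, over the same wider set, 46 were at 0 in all 3 MT libraries and above 0 in WT, which is within 1.5 times the number in the paper's text. With a mean of at least 1 FPKM in WT there were 17, which differs. Within the paper's own Table S2 the base mean is 0 in WT for 39 lncRNAs, of which 33 were at 0 in all 3 WT libraries here, and 0 in MT for 16, of which 13 were at 0 in all 3 MT libraries here. Table S2 thus gives these numbers for the opposite genotypes to the paper's text. The closeness of 46 to the text's 39 is therefore no match.

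The paper's text places most lncRNAs in intergenic regions. By the class codes 51.6% were intragenic and 41.5% intergenic, and the numbers printed in Fig. 2B match the counts here. For the comparison of MT and WT, its methods remove transcripts under 1 FPKM. Of all listed lncRNAs, which need not be the set left by that step, 521 had a mean under 1 FPKM in both MT and WT.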

Other observations

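The tests on length, on the general difference between MT and WT and on shuffled orders were chosen after the results were seen, whereas the tests of the miRNA lists and the correlation of deviations were set before, but the interval of the latter and its use to decide were chosen after its value was seen. Of the 43 tested lncRNAs that are predicted miRNA targets or target mimics (Tables S4 to S6), 5 were called higher in MT, 2 lower and 36 did not pass (16.3% called, against 8.74% of the other lncRNAs tested; odds ratio 2.03, 2-sided Fisher's exact test, p = 0.098). Their shift as a set against the other lncRNAs did not pass the test (limma's camera, adjusted p = 0.44 at a preset and 0.69 at an estimated correlation), and camera's direction was down against the other lncRNAs although their median log2 fold change was 0.41. Among targets of conserved miRNAs 4 of 17 tested were higher and none was lower (5 higher when adjusted over the list alone), and 2 were higher after scaling to a median ratio of 1. The number called higher was 1 without MT replicate 1 (TCONS_00018170, not among the 4), 0 without MT replicate 2, 1 without MT replicate 3, 2 without WT replicate 1, 0 without WT replicate 2 and 2 without WT replicate 3. TCONS_00006997, a predicted target of Pt-miR390a-3p, had 6.04 ± 1.86 FPKM in MT and 0.596 ± 0.542 FPKM in WT (SD, n = 3 each, limma adjusted p = 0.023), and lost the call without any 1 of the MT libraries or without WT replicate 2 (limma adjusted p of 0.052 to 0.069). The call was also lost with a pseudocount of 0.1 (limma adjusted p = 0.076) and with the replicate block (limma adjusted p = 0.095). Among targets of trifoliate orange-specific miRNAs, 1 of 22 tested was higher and 2 were lower (2 and 2 when adjusted over the list alone; 0 and 4 after scaling), and the calls fell to 0 and 1 without MT replicate 1 and to 0 and 0 without any other single library (MT replicate 2 or 3, or WT replicate 1, 2 or 3). None of the 6 tested target mimics was called by limma over all lncRNAs (1 was lower when adjusted over the list alone). That mimic, TCONS_00033962, passed over all lncRNAs without MT replicate 1 (log2 fold change -2.34, limma adjusted p = 0.036), above the length steps (-1.89, 0.044) and above them with scaling (-2.11, 0.043). The mimic of Pt-miR156a, TCONS_00030665, was listed at 0.646, 0.567 and 0.349 FPKM in MT and 1.55, 0.611 and 3.75 FPKM in WT (limma adjusted p = 0.21).

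The paper compared regions of more lncRNAs by PCR than the 3 it shows in Fig. 6, and states that most had similar levels in all 3 regions. Of the 3 shown, TCONS_00048785, its control without a known miRNA target site, was higher in MT, with 9.02 ± 1.33 FPKM in MT and 0.443 ± 0.313 FPKM in WT (SD, n = 3 each, log2 fold change 2.81, limma adjusted p = 0.0049). TCONS_00004802 had 2.37 ± 1.20 FPKM in MT and 2.98 ± 0.893 FPKM in WT and did not pass (limma adjusted p = 0.59). Of the 15 lncRNAs that the paper's text names among those followed across tissues (Fig. 7), 12 were tested, and 6 were higher and 3 lower (7 and 3 when adjusted over the list alone, which is not independent evidence since the study chose the list on these samples). After scaling to a median ratio of 1, 5 were higher and 3 lower, and with 1 library left out 4 or 5 and 3. By PCR across tissues, the paper calls TCONS_00027249 and TCONS_00005234 specific to WT. In the buds their mean FPKM was higher in MT (541 against 42.1, and 1178 against 102, the latter not passing the test). Of the others it calls specific, TCONS_00044132 (WT) and TCONS_00051003 (MT) had the paper's direction and the rest were not tested. TCONS_00038108 was listed at 0 in all 6 libraries.

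lncRNAs with lengths between the steps in median FPKM, 205 to 221 nt, were listed higher in MT, and this pattern bears on named lncRNAs. The paper's Table S2 lists 110 of these lncRNAs as up-regulated and 0 as down-regulated, and at 214 to 217 nt it lists 72 of 146. A difference between the genotypes in short lncRNAs, as the whole cause, is argued against by libraries of 1 genotype differing at these lengths: WT replicate 1 had 11.0 times the median FPKM of WT replicate 2 at 218 to 221 nt. No MT library has its step at a greater length than a WT library, so a part that goes with genotype stays open. A candidate explanation is a length limit of the quantification that differs between libraries, since MT replicate 3 had 13.9 times the median FPKM of MT replicate 1 at 205 to 213 nt, while at 222 to 240 nt the MT medians were 14.8, 13.9 and 14.2 FPKM. The length ranges were cut at the steps themselves, so these ratios restate the steps and are no separate test. TCONS_00005234 (214 nt, Fig. 7) at 145, 1569 and 1820 FPKM in MT and 94.5, 92.2 and 120 FPKM in WT, and TCONS_00018170 (217 nt, a predicted target of Pt-miR162) at 6.80, 54.3 and 61.6 FPKM in MT and 1.13, 2.33 and 2.16 FPKM in WT, have their high values in the MT libraries whose step lies at or below their length.

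Most lncRNAs above the steps had a higher FPKM in MT. A single scaling factor between the genotypes as the whole cause is argued against by the level: the median log2 ratio of MT to WT was 0.51 at 1 to 5 FPKM and 0.36 at 20 to 100 FPKM, a difference of 0.16 (95% bootstrap interval over lncRNAs 0.10 to 0.23). More unspliced transcripts of protein-coding genes in MT are argued against as the whole cause by intergenic lncRNAs, whose median log2 ratio was 0.42 (0.39 to 0.45). The intervals in this paragraph resample lncRNAs as if they were independent and keep the libraries fixed. They leave out the spread between libraries and can be too narrow. In median deviation every MT library lay above every WT library, by at least 0.38 on the log2 scale at 5 to 20 FPKM, while at 100 FPKM or more the median log2 ratio was 0.16 with an interval that includes 0 (-0.04 to 0.30), so for the lower levels a difference between the genotypes and one between their library preparations cannot be told apart, because nothing in the labels or the paper separates preparation from genotype. The collection schedule and the fate of the buds, floral in MT and vegetative in WT, also go with genotype and were not tested.

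lncRNAs with consecutive numbers, which lie on the same scaffold and strand, changed together. Over 1865 such pairs the log2 fold changes correlated at r = 0.39, against 0.037 at a distance of 5 numbers, and no shuffled order within scaffold and strand gave as much (permutation p = 0.001, the smallest that 1000 orders can give). Of the 55 pairs in which both were called, 53 changed in the same direction, where the share of higher calls alone gives 62.2%, as did 22 of 26 at a distance of 2 numbers and 5 of 8 at a distance of 5. Pieces or isoforms of 1 transcript listed as separate lncRNAs are a candidate explanation that, beside neighbouring loci that change together, stays open. The deviations of single libraries from their genotype's mean correlated at 0.0015 over the pairs above the steps (95% bootstrap interval -0.023 to 0.026), short of the 0.1 set beforehand as a sign of pieces and under the 0.02 set against them, but the interval reaches past 0.02, while it stays under 0.1 at 5 FPKM or more (0.037, 0.0058 to 0.068, 973 pairs) and at 10 FPKM or more (0.023, -0.023 to 0.071, 427 pairs) but not at 20 FPKM or more (0.076, -0.037 to 0.20, 143 pairs) or at 50 FPKM or more (0.21, -0.10 to 0.70, 25 pairs).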
